# Chronic Binge Alcohol Administration Dysregulates Hippocampal Genes Involved in Immunity and Neurogenesis in Simian Immunodeficiency Virus-Infected Macaques

**DOI:** 10.3390/biom6040043

**Published:** 2016-11-09

**Authors:** John K. Maxi, Matt Dean, Jovanny Zabaleta, Krzysztof Reiss, Gregory J. Bagby, Steve Nelson, Peter J. Winsauer, Francesca Peruzzi, Patricia E. Molina

**Keywords:** SIV, alcohol, macaque, hippocampus, neural progenitor cells, Tat, microarray, neuroinflammation, neurogenesis

## Abstract

Alcohol use disorders (AUD) exacerbate neurocognitive dysfunction in Human Immunodeficiency Virus (HIV+) patients. We have shown that chronic binge alcohol (CBA) administration (13–14 g EtOH/kg/wk) prior to and during simian immunodeficiency virus (SIV) infection in rhesus macaques unmasks learning deficits in operant learning and memory tasks. The underlying mechanisms of neurocognitive alterations due to alcohol and SIV are not known. This exploratory study examined the CBA-induced differential expression of hippocampal genes in SIV-infected (CBA/SIV+; *n* = 2) macaques in contrast to those of sucrose administered, SIV-infected (SUC/SIV+; *n* = 2) macaques. Transcriptomes of hippocampal samples dissected from brains obtained at necropsy (16 months post-SIV inoculation) were analyzed to determine differentially expressed genes. MetaCore from Thomson Reuters revealed enrichment of genes involved in inflammation, immune responses, and neurodevelopment. Functional relevance of these alterations was examined in vitro by exposing murine neural progenitor cells (NPCs) to ethanol (EtOH) and HIV trans-activator of transcription (Tat) protein. EtOH impaired NPC differentiation as indicated by decreased βIII tubulin expression. These findings suggest a role for neuroinflammation and neurogenesis in CBA/SIV neuropathogenesis and warrant further investigation of their potential contribution to CBA-mediated neurobehavioral deficits.

## 1. Introduction

The lifetime history of alcohol use disorder (AUD) in persons living with Human Immunodeficiency Virus/Acquired Immune Deficiency Syndrome (HIV/AIDS) (PLWHA) is 55%, compared to 12%–29% in the general population [1,2]. AUD in PLWHA accelerates disease progression and contributes to comorbid pathologies, including cognitive dysfunction, termed HIV-associated neurocognitive disorder (HAND) [3,4,5]. This disorder occurs in up to 50% of PLWHA and is diagnosed when impairment is present in two or more cognitive domains (e.g., learning and memory, executive functioning, speed of information processing, motor skills, language) [6,7]. Joska et al. [3] demonstrated an interaction between alcohol use disorder and time from HIV diagnosis in the development of HAND. Moreover, history of alcohol dependence was associated with greater neurocognitive deficits in persons older than 60 [4].

Studies from our laboratory have demonstrated that chronic binge alcohol (CBA) administration in non-antiretroviral treated, simian immunodeficiency virus (SIV)-infected macaques increases viral load at set-point, increases muscle wasting, accelerates time to end-stage disease, and unmasks cognitive impairment as determined by an operant learning and memory task [8,9,10,11,12]. The operant learning and memory procedure required macaques to learn a sequence of lever presses daily and emit a previously learned sequence of lever presses to obtain food reinforcement. Our results found that SIV-infected animals receiving alcohol (CBA/SIV+) made more errors in these tasks than non-SIV-infected animals receiving alcohol (CBA/SIV−), SIV-infected animals (SIV+) and control animals (SIV−). Moreover, this was remarkable because these error-increasing effects were not evident on the days of the week when the CBA/SIV+ animals were not receiving alcohol. These types of operant tasks are associated with hippocampal function, an area of the brain shown to be negatively affected by both alcohol and HIV [13,14,15].

The underlying mechanisms by which CBA contributes to cognitive impairment in SIV-infected macaques are unknown. Studies utilizing an accelerated model of central nervous system (CNS) HIV disease in non-human primates indicate that inflammation correlates with CNS pathology [16,17,18]. Neuroinflammation also plays an important role in alcohol neuropathology [19]. We propose that the combination of chronic alcohol administration and HIV/SIV infection may exacerbate neuroinflammation and neuropathology. In order to explore potential mechanisms by which CBA may contribute to behavioral deficits, we performed microarray analysis of hippocampal tissue to determine differential patterns of gene expression in CBA/SIV+ macaques compared to SIV+ macaques. Based on the differential gene expression seen in the microarray, and the pathways enriched with a greater number of differentially expressed genes, we hypothesized that CBA impairs neural progenitor cell (NPC) differentiation.

NPCs are the source of new neuron and glial cells. These cells are found primarily in the subventricular zone and the hippocampus. We chose to further investigate the development process for several reasons: (1) the hippocampus is one of the primary sites of adult neurogenesis [20]; (2) alterations in adult neurogenesis have been linked to cognitive impairments [20,21]; (3) neuroinflammation alters neurogenesis [22,23,24]; and (4) experimentally impairing hippocampal neurogenesis results in learning and memory deficits [25,26,27]. Enhanced neuroinflammation, which is suggested by the microarray gene changes, alters neurogenesis. To further investigate one of the potential mechanisms of cognitive impairment suggested by the microarray analysis, we used an in vitro model to examine the impact of exposure to ethanol (EtOH) and HIV viral protein (Tat) on NPC differentiation. These in vitro studies allowed us to examine the functional relevance of the alterations in genes involved in neurogenesis. Our results provide insight into the principal relevant mechanisms involved in CBA and SIV neuropathogenesis.

## 2. Results

### 2.1. Hippocampus and Cerebrospinal Fluid Viral Load

Viral DNA, which reflects infected cells, was detectable in the brain tissue of one sucrose-administered SIV-infected animal (SUC/SIV+) and both CBA/SIV+ animals. Viral RNA, which indicates viral replication, was present in one CBA/SIV+ animal but none of the SUC/SIV+ animals. The cerebrospinal fluid (CSF) viral loads in both CBA/SIV+ animals were higher than the CSF viral loads from SUC/SIV+ animals (Table 1). Confirmation of SIV infection and peripheral viral data was previously published for these animals [10].

### 2.2. Process Networks Enriched with Differentially Expressed Genes

We determined the process networks of the differentially expressed genes using MetaCore from Thomson Reuters. These process networks identify categories and specific cellular and molecular functions of the differentially expressed genes. 

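Hippocampal RNA from 2 SUC/SIV+ and 2 CBA/SIV+ macaques was hybridized as labeled cRNA to Illumina HumanWG-6 v3 bead arrays, 1 array per animal, and the same was done for 2 SIV- macaques that the paper does not report. These arrays carry 48803 probes designed for human transcripts. The authors deposited the average bead signal of each probe, not normalized, with a detection p-value of the probe against the negative control probes of its array, and also signal values that they normalized between the 6 arrays. On each array between 14711 and 15817 probes (30.1% to 32.4%) had a detection p-value under 0.05. The median signal of an array was 62.5 to 72.1, while the signal at the detection limit was 69.5 to 80.9, so that the median probe lay under the limit on each array. For the values given here, the background of each array was corrected from the detection p-values, an offset of 16 was added, the arrays were quantile normalized and log2 was taken (neqc in limma). A linear model with 1 mean per group was fitted by limma to the 16855 probes detected on at least 2 of the 6 arrays, and p-values were adjusted by the Benjamini-Hochberg method over these probes. The fit has 3 residual degrees of freedom and borrows 5.73 from the other probes. Across probes, which are not independent replicates, the log2 values of any 2 arrays correlated with a Pearson r of 0.973 to 0.987. Of the detected probes 12692 had 1 gene symbol, for 10244 genes, and a gene is represented by its probe with the highest mean. Where both arrays of a group lay under the detection limit, the fold change is a lower bound taken from that limit. The number of arrays limits the precision: the smallest two-sided p that an exact permutation test can give for 2 animals against 2 is 0.333, and the standard error of a log2 fold change had a median of 0.21.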

The top ten enriched network processes in hippocampi of CBA/SIV+ animals (Figure 1B) included several functions in the cytoskeleton, cell adhesion, and immune response categories. 

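Gene lists for the same categories, fixed in advance, were compared between CBA/SIV+ and SUC/SIV+ animals with camera in limma, which tests whether the genes of a list changed more than the other genes measured, with a preset correlation of 0.01 between genes and with p-values adjusted over 34 lists. Of 42 genes of cytoplasmic microtubules (tubulins, their associated proteins and motors), 23 were higher and 19 lower in CBA/SIV+ animals, with a mean log2 fold change of 0.16 (adjusted p = 0.0771 from camera). The microtubule list passed under median scaling (mean 0.35, adjusted p = 0.0278), with the mean over the detected probes of a gene (0.0267), without CBA/SIV+ replicate 2 (mean 0.24, 0.0139) and with 1 of the 2 possible slide blocks (0.0326, chosen after the values were seen), while its mean was 0.07 without CBA/SIV+ replicate 1 (0.753) and its adjusted p was 0.753 with an estimated correlation. TUBA1C had a log2 fold change of 0.96 (standard error 0.24, adjusted p = 0.311 from limma) and DYNC1I1 of 0.75 (standard error 0.20, adjusted p = 0.314). TUBB differed by 0.87 (standard error 0.28). Among 21 genes of integrins and the extracellular matrix 9 were higher and 12 lower, with a mean of -0.02 and an adjusted p of 0.88, and the largest differences by p-value were those of ITGA2 (0.49, standard error 0.21), ITGB5 (-0.35, standard error 0.18) and VTN (-0.38, standard error 0.26). No member of either list passed the threshold of 0.05 when adjusted over the list alone. The MetaCore enrichment was not analysed here.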

To complement the enrichment analysis, we also quantified the frequency of process categories (e.g., cytoskeleton, immune response) occurring in the top 100 processes in which the differentially expressed genes were classified. The total number of occurrences for each category (Figure 2) showed inflammation as the most numerous, with immune response processes also being relatively abundant. 

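Of 15 genes of cytokines, chemokines and inflammatory signaling that were measured, 10 were higher and 5 lower in CBA/SIV+ than in SUC/SIV+ animals, with a mean log2 fold change of 0.26 (adjusted p = 0.0964 from camera). This list passed with the replicate number as a block (adjusted p = 0.0452), with 1 of the 2 possible slide blocks (0.0274, chosen after the values were seen) and without SUC/SIV+ replicate 2 (0.0318), while its mean was 0.12 without CBA/SIV+ replicate 2 (0.459) and its adjusted p was 0.753 with an estimated correlation. CXCL12 had a log2 fold change of 1.00 (standard error 0.27, adjusted p = 0.314 from limma), CEBPB of -0.82 (standard error 0.26, adjusted p = 0.39) and TNFRSF1A of 0.57 (standard error 0.19, adjusted p = 0.422). None passed when adjusted over the list alone. CCL8, CEBPB and TNFRSF1A of this list stand in Table 2, which the study drew from the same animals. Of 16 markers of microglia and macrophages, 14 were higher, with a mean of 0.23 (adjusted p = 0.0395 from camera), led by CX3CR1 with 0.61 (standard error 0.19), CYBB with 0.66 (standard error 0.23) and P2RY12 with 0.51 (standard error 0.21), and no single marker passed when adjusted over the list alone. For the microglia list the adjusted p was 0.79 with an estimated correlation and 0.645 with fry. The call was also lost when SUC/SIV+ replicate 1 (adjusted p = 0.523) or CBA/SIV+ replicate 2 (0.71) was left out, and in 6 of 10 ways of processing the arrays, over which the adjusted p ranged from 0.0187 to 0.138. The mean of the markers stayed above 0 in all of these. For 5 markers of T and NK cells the mean was 0.04 and the median -0.01 (adjusted p = 0.88 from camera), with 2 higher and 3 lower. Astrocyte markers were higher in 13 of 13 cases (mean 0.43, adjusted p = 8.13e-05 from camera, and adjusted p = 0.753 with an estimated correlation).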

Notably, several processes within other categories were related to inflammation and immune response; specifically, “leukocyte chemotaxis”, “platelet aggregation” (cell adhesion) and “G1-S interleukin regulation” (cell cycle), indicating that the changes in immune function may contribute to changes in the other processes. To investigate this further, we combined “inflammation” and “immune response” gene lists into a single category, which we labeled “immune response”. We then determined the number of up- and down-regulated genes within this category (Figure 3). We found that there were significantly more up-regulated genes in this category than would be expected compared to the proportion of up-regulated genes detected in the microarray by chi-square test. 

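Of the 50 genes in Table 2, 48 had a probe under their symbol in the annotation used here. In CBA/SIV+ animals 37 of these were higher and 11 lower, so that 77.1% were higher (95% confidence interval 62.7% to 88.0%, exact Clopper-Pearson). Among the probes kept by the rule of the paper's methods the higher share was 61.6%, and with this share as the expectation the chi-square was 4.85 (1 degree of freedom, p = 0.0276; exact binomial test, two-sided, p = 0.0365). With the paper's reported share of 57% as the expectation, it was 7.90 (p = 0.00495; exact binomial, two-sided, p = 0.00516). Both tests take each gene as an independent unit, although all genes were measured in the same 4 animals and were chosen on them. Only 32 of the 48 genes had a probe among those kept here, so not all are part of the set that gave the share of 61.6%. With the values that the authors normalized, where the share of all kept probes was 67.6%, the chi-square fell under its threshold at 1.95, as it did without background correction at 1.60, with an offset of 50 at 1.86 and with a 1.3-fold threshold at 0.59. The higher share among the 48 genes was the same 77.1% without background correction.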

The inflammation/immune response genes are shown in Table 2. 

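All 48 genes of Table 2 that were measured had the direction that the table gives. In 43 of them the non-normalized signals of both CBA/SIV+ animals lay beyond those of both SUC/SIV+ animals in that direction. The paper had removed genes whose raw values overlapped between the groups. That filter largely fixed this count in advance, and a chance share is no reference for it. Since the study chose these genes on the same animals, these counts are not independent evidence. By limma none passed an adjusted p of 0.05 (smallest 0.142), while 40 had an unadjusted p under 0.05. Only 32 of the 48 genes had a probe among those kept by the paper's rule as applied here. The median fold change was 1.64 in the 37 higher genes and 0.571 in the 11 lower genes. TXNIP had a mean log2 signal of 8.64 ± 0.93 (SD, n = 2) in CBA/SIV+ animals and 7.26 ± 0.26 (SD, n = 2) in SUC/SIV+ animals, a log2 fold change of 1.38 (standard error 0.42, adjusted p = 0.367 from limma), or 0.73 without CBA/SIV+ replicate 2. The chemokine gene CCL8 followed with 1.22 (standard error 0.46, adjusted p = 0.445; 2.04 without CBA/SIV+ replicate 1, 0.40 without CBA/SIV+ replicate 2), and GNG10, which had the smallest p-value in the table, with 1.21 (standard error 0.19). S1PR1, listed there as EDG1, differed by 0.85 (standard error 0.18, adjusted p = 0.284). Among the lower genes, LPL had a log2 fold change of -1.17 (standard error 0.52, adjusted p = 0.525; -2.01 without CBA/SIV+ replicate 1, -0.29 without CBA/SIV+ replicate 2), RYR1 of -1.02 (standard error 0.27, adjusted p = 0.312; -0.61 without CBA/SIV+ replicate 2) and HSPA1B of -0.96 (standard error 0.20, adjusted p = 0.284). AVP lay under the detection limit in both SUC/SIV+ animals and was at least 2.17-fold higher in CBA/SIV+ animals at its brighter probe, and another detected probe of AVP differed by 0.04 on the log2 scale. NME1-NME2 was at least 1.20-fold higher but was detected on too few arrays to be tested. The smallest fitted difference was that of PPP2CB, 0.08 (standard error 0.21), which changed sign to -0.15 without SUC/SIV+ replicate 1 and to -0.02 without CBA/SIV+ replicate 2.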

Developmental, cell adhesion, and signal transduction process networks were the second most represented networks among all the top 100 processes.

Of the development process networks, three were involved in neurogenesis, specifically, “neurogenesis—axonal guidance”, “neurogenesis—synaptogenesis”, and “neurogenesis—general”, while five were involved in more general development processes, “Epithelial-mesenchymal Transition (EMT) regulation of epithelial-to-mesenchymal transition”, “hedgehog signaling”, “hemopoiesis, erythropoietin pathway”, “melanocyte development and pigmentation”, and “skeletal muscle development”. Twenty-eight of the neurogenesis genes were up-regulated and sixteen were down-regulated. Among the up-regulated genes were those involved in formation of new neurons and glial cells (e.g., *NEUROD1*, *OMG*, *PAFAH1B1*, *NHLH1*, *ITM2B*, *ZIC2* and *OLIG2*). However, the down-regulated genes also included genes involved in cell differentiation, axon guidance, and synapse formation (e.g., *PLXNA1*, *NRXN3*, *UNC5A*, *PSD95*, *NDP*, *NRG4* and *SOX8*). These changes in development genes led us to hypothesize that alcohol and SIV infection in combination could affect neurogenesis in the hippocampus, which could in turn explain the cognitive deficits seen in our previous studies [8]. 

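For OMG, the log2 signal was 8.98 ± 0.14 (SD, n = 2) in CBA/SIV+ animals and 8.46 ± 0.06 (SD, n = 2) in SUC/SIV+ animals, a log2 fold change of 0.52 (standard error 0.18, adjusted p = 0.43 from limma). NHLH1 had a log2 fold change of 0.76 (standard error 0.50, adjusted p = 0.674). The values for PAFAH1B1, ITM2B, OLIG2 and ZIC2 were 0.49, 0.46, 0.45 and 0.43, each with a standard error of 0.19 to 0.21. On the lower side, SOX8 had a log2 fold change of -0.91 (standard error 0.44, adjusted p = 0.555), NRG4 of -0.75 (standard error 0.23, adjusted p = 0.36) and PLXNA1 of -0.57 (standard error 0.27, adjusted p = 0.542). NRXN3 differed by -0.65 (standard error 0.22, adjusted p = 0.416) at its brighter probe and by 0.21 (standard error 0.18) at another detected probe, which lay close to background. NDP, UNC5A and DLG4 (PSD95) differed by -0.53, -0.50 and -0.50, with standard errors of 0.19, 0.22 and 0.27. All 13 genes thus had the stated direction in the group means. The raw signals of the groups did not overlap in 9 of them, a count that the paper's own filter on overlap had largely fixed in advance. None passed limma's adjusted threshold, 7 had an unadjusted p under 0.05, and 3 (NHLH1, NRG4 and SOX8) were among the probes kept by the paper's rule. The study chose these genes on the same animals.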

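Of 14 genes of neural progenitors and new neurons on a list fixed in advance, 5 were higher and 9 lower in CBA/SIV+ than in SUC/SIV+ animals. Their mean log2 fold change was 0.07 while their median was -0.08, and the list did not pass the threshold (adjusted p = 0.88 from camera). TUBB3 had a log2 fold change of 0.54 (standard error 0.28, adjusted p = 0.599 from limma) and NES of 0.36 (standard error 0.22, adjusted p = 0.64). Of 23 genes of axon guidance 10 were higher and 13 lower, with a mean of -0.08 (adjusted p = 0.383 from camera). UNC5C had the smallest p-value among them, with a log2 fold change of -0.41 (standard error 0.17). The mean of this list was -0.26 without CBA/SIV+ replicate 1 (adjusted p = 0.0247) and 0.09 without CBA/SIV+ replicate 2 (0.713), and it was also 0.09 under median scaling, under which the median of all probes was 0.12 and the direction of the test was kept. In 4 markers of dentate granule cells the mean was 0.04 (adjusted p = 0.88 from camera). Adjusted over the list alone, no gene of these lists passed.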

To explore this possibility, we utilized an in vitro model to examine the combined effect of alcohol (EtOH) and the HIV protein Tat on NPC differentiation.

### 2.3. EtOH Treatment Alters NPC Differentiation in the Presence or Absence of HIV Tat

NPCs were cultured in the presence of EtOH, Tat, or combination of EtOH/Tat for five days, after which the cells were fixed and expression of neuronal, astrocytic, and NPC-specific proteins were determined by immunostaining. Representative images of NPCs immunostained for neurons, astrocytes, and neural progenitors are shown in Figure 4A. Two-way ANOVA analysis showed a significant main effect of EtOH (*p* < 0.05) in decreasing βIII tubulin staining (Figure 4C). There were no significant main effects or interactions in glial fibrillary acidic protein (GFAP) or nestin staining among any of the groups. Quantification of nuclear staining with 4',6-diamidino-2-phenylindole (DAPI) showed no differences among the groups, nor was there a difference in active caspase-3 staining. Together, these DAPI and caspase-3 data indicate that the decrease in βIII tubulin staining was not the result of changes in neuronal survival. We then quantified the gene expression of tubulin, beta 3 class III *(Tubb3)* to determine if EtOH inhibited βIII tubulin at the transcriptional level. Surprisingly, there was a small but significant main effect of Tat on *Tubb3* messenger ribonucleic acid (mRNA) expression, indicating that Tat affects the system pre-translationally and EtOH affects the system post-translationally (Figure 5A). The mRNA expression of several inflammatory genes detected in the SIV-infected macaque microarray data, along with several inflammatory cytokines implicated in HAND, were determined in NPCs. No significant differences in expression were seen in *H2-k1* (histocompatibility 2, K1, K region, murine equivalent of major histocompatibility class (MHC) I genes detected in microarray) or tumor necrosis factor receptor 1a (*Tnfrs1a*). Expression of pro-inflammatory cytokines *Tnf*, C-C motif chemokine ligand 2 (*Ccl2*), and interferon gamma (*Ifng*) was below the limit of detection for all groups.

## 3. Discussion

We examined the hippocampal gene expression profile of CBA/SIV+ macaques using microarray analysis and compared it with that of SUC/SIV+ macaques. The microarray results indicated there was differential expression of the genes involved in inflammation, immune response, development, cytoskeleton, and cell adhesion processes. 

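Over the 16855 probes tested by limma, 1 was higher and 0 were lower in CBA/SIV+ than in SUC/SIV+ animals at an adjusted p under 0.05. At an unadjusted p under 0.05 there were 1628 probes, 932 higher and 696 lower, where 842.75 are expected by chance. The probes of an animal are not independent, so this excess does not by itself tie the probes to the treatment. Under the paper's rule, splits of the same animals that mix the treatments kept 763 and 633 probes, against 740 for the real one. On simulated arrays of the same number, 60% of 100 probes changed by 1 on the log2 scale and 98% of 100 changed by 2 were recovered, with 16 false calls. The simulated noise was normal, with variances already moderated by the fit, which can make recovery easier than on the real arrays. There PCCA, for example, had a log2 fold change of 2.30 and did not pass (adjusted p = 0.331 from limma). The called probe belongs to TCEAL4 and had a log2 fold change of 2.25 (standard error 0.19, adjusted p = 0.0151 from limma), while a brighter probe of TCEAL4 had one of 0.08 (standard error 0.18, adjusted p = 0.932). The call was kept without SUC/SIV+ replicate 2 (adjusted p = 0.0352) and lost without SIV- replicate 1 (0.0629), SIV- replicate 2 (0.0636), SUC/SIV+ replicate 1 (0.069), CBA/SIV+ replicate 1 (0.13) or CBA/SIV+ replicate 2 (0.107), and also without background correction (log2 fold change 1.27, adjusted p = 0.0681), with an offset of 50 (1.39, 0.0861), with the values that the authors normalized (1.35, 0.0599), with the 4 SIV+ arrays normalized alone (0.0935), with a fit on these arrays (0.0595) and with no filter on dim probes (0.13). Of 34 gene lists, 5 were higher and 1 lower at an adjusted p under 0.05 from camera. None of the 6 passed with a correlation between genes estimated from the data (smallest adjusted p 0.753) or with fry (smallest adjusted p 0.253), which tests whether the genes of a list move, on balance, to one side. On simulated arrays, a list shifted by 0.5 passed with the preset correlation (adjusted p = 7.51e-08 from camera) and did not pass with the estimated one (0.686). The simulated genes were drawn independently of each other. The simulation therefore cannot show whether the preset correlation gives false calls for lists whose genes vary together. The list with the smallest p-value was that of astrocyte markers, of which 13 of 13 were higher, with a mean of 0.43 (adjusted p = 8.13e-05 from camera, kept without any one of the 6 arrays, and adjusted p = 0.753 with an estimated correlation). No astrocyte marker passed over all probes and 3 passed when adjusted over the list alone, SLC4A4 with 0.93 (standard error 0.22), SLC1A2 with 0.90 (standard error 0.22) and SOX9 with 0.79 (standard error 0.21). Against SIV- animals the astrocyte mean was 0.17 in CBA/SIV+ animals (9 of 13 higher, adjusted p = 0.0992 from camera). In SUC/SIV+ animals it was -0.25 (11 of 13 lower, adjusted p = 0.0471 from camera, 0.75 with an estimated correlation). The difference thus lies in part on the SUC/SIV+ arrays. Genes induced by glucocorticoids were higher by a mean of 0.35 (8 of 12 higher, adjusted p = 0.0395, and adjusted p = 0.753 with an estimated correlation), a call lost without SUC/SIV+ replicate 2 (0.282), CBA/SIV+ replicate 1 (0.0714) or CBA/SIV+ replicate 2 (0.122). Immediate early genes were lower, with a mean of -0.48 (10 of 12 lower, adjusted p = 0.0144, and adjusted p = 0.753 with an estimated correlation), and CCN1 with -1.13 (standard error 0.24) and FOSB with -0.94 (standard error 0.24) passed when adjusted over the list alone. That call was lost without SUC/SIV+ replicate 2 (0.0839) or CBA/SIV+ replicate 2 (0.375), and with no filter on dim probes (0.161). Against SIV- animals the immediate early mean was 0.77 in SUC/SIV+ animals (adjusted p = 0.000969 from camera, 0.75 with an estimated correlation). In CBA/SIV+ animals it was 0.28 (adjusted p = 0.145 from camera). The paper takes its microarray results to indicate differential expression of genes of inflammation, immune response, development, cytoskeleton and cell adhesion processes.

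**Figure D1:**
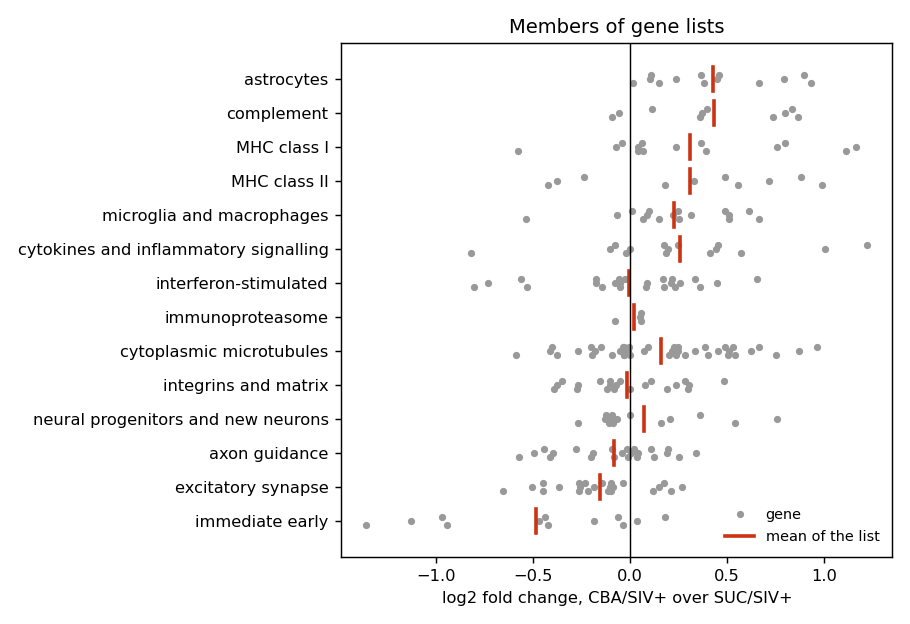
Log2 fold change between CBA/SIV+ and SUC/SIV+ animals (horizontal axis) of the measured members of 14 gene lists (vertical axis), with each point a gene and each bar the mean of a list. The 13 astrocyte markers all lie above 0, and the mean of the interferon-stimulated genes lies at -0.01.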

We interpreted these results in the context of published findings indicating a relationship between increased expression of inflammation and immune response genes resulting in decreased neurogenesis, and impaired neurogenesis resulting in cognitive deficits [22,23,24,25,26,27]. From this framework, we then hypothesized that these changes in gene expression could indicate impaired neurogenesis resulting from the combination of alcohol and SIV. We then performed in vitro studies using isolated NPCs to test the hypothesis that EtOH and/or HIV Tat alter neurogenesis. These experiments revealed that EtOH treatment reduced expression of neuronal cytoskeletal protein βIII tubulin. These findings led us to speculate that neuroinflammation impairs neurogenesis and synaptic plasticity, which may be potential mechanisms by which CBA unmasks neurobehavioral deficits in SIV-infected macaques [8].

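In the MHC class I gene HLA-F, the log2 signal was 7.41 ± 0.01 (SD, n = 2) in CBA/SIV+ animals and 6.30 ± 0.07 (SD, n = 2) in SUC/SIV+ animals, a log2 fold change of 1.11 (standard error 0.19, adjusted p = 0.212 from limma). HLA-G differed by 1.16 (standard error 0.44, adjusted p = 0.441; 1.98 without SUC/SIV+ replicate 1, 0.37 without SUC/SIV+ replicate 2), HLA-E by 0.80 (standard error 0.22, adjusted p = 0.335) and HLA-H by 0.75 (standard error 0.21, adjusted p = 0.335). The probes were designed for human transcripts. Whether they tell the MHC genes of macaques apart, or respond to sequence differences between animals, was not tested. Of 14 class I antigen presentation genes 11 were higher, with a mean of 0.31 (adjusted p = 0.0395 from camera). This call was lost with an estimated correlation (adjusted p = 0.753) and with fry (0.29). In the same comparison 14 of 16 markers of microglia and macrophages (mean 0.23) and 13 of 13 astrocyte markers (mean 0.43) were higher, with an adjusted p of 0.0395 and 8.13e-05 from camera, and an adjusted p of 0.79 and 0.753 with an estimated correlation. Over all probes none of them passed, and HLA-F, HLA-E and HLA-H passed when adjusted over the list alone. Those genes and HLA-G stand in Table 2, which the study drew from the same animals, so the class I list is not independent of it. The class I list also lost its call without SUC/SIV+ replicate 1 (adjusted p = 0.203), without CBA/SIV+ replicate 2 (0.352), with the values the authors normalized (0.05) and with no filter on dim probes (0.0732), while its mean stayed between 0.21 and 0.46 in these and the other ways of processing. Among the class II genes, HLA-DRA had a log2 signal of 8.69 ± 0.03 (SD, n = 2) against 7.81 ± 0.09 (SD, n = 2), a difference of 0.88 (standard error 0.28, adjusted p = 0.395 from limma). The differences of HLA-DPA1, IFI30 and HLA-DMA were 0.72, 0.56 and 0.49 (standard errors 0.37, 0.20 and 0.23). HLA-DQA2 differed by -0.42 (standard error 0.20). Of 10 class II genes 7 were higher, with a mean of 0.31 (adjusted p = 0.107 from camera) and none past the threshold when adjusted over the list alone. The class II list passed without SIV- replicate 1 (0.0259), without SUC/SIV+ replicate 2 (0.0167) and with the mean over the detected probes of a gene (0.0497), while its mean was 0.16 without SUC/SIV+ replicate 1 (0.549) and 0.14 without CBA/SIV+ replicate 1 (0.784), and its adjusted p was 0.753 with an estimated correlation.

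**Figure D2:**
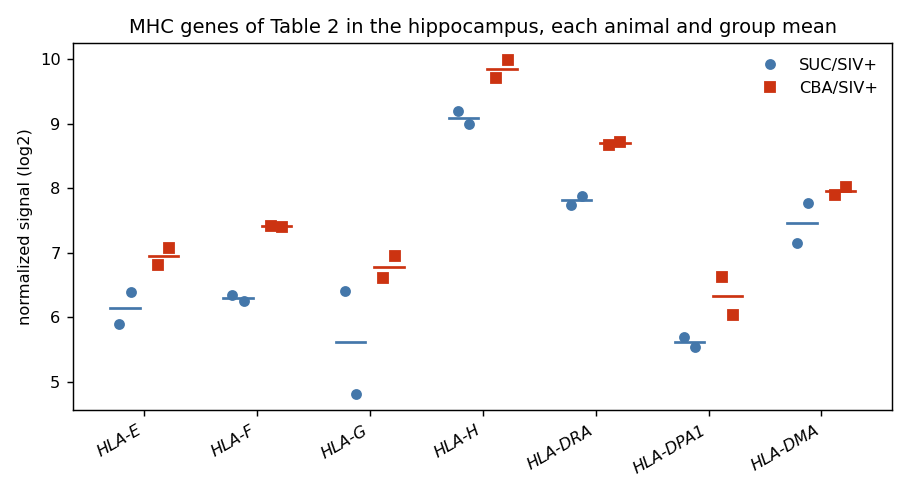
Normalized log2 signal (vertical axis) of 7 MHC genes of Table 2 (horizontal axis) in the hippocampus of each SUC/SIV+ animal (circles) and CBA/SIV+ animal (squares), with lines at the group means of 2 animals. In each of these genes both CBA/SIV+ animals lie above both SUC/SIV+ animals, as for HLA-F with means of 7.41 and 6.30. The study had kept only genes whose raw values did not overlap between these animals, so this is not independent evidence.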

Up-regulation of both major histocompatibility class (MHC) I and II gene expression was observed in CBA/SIV+ macaques (e.g., human leukocyte antigen (*HLA)-F*, *HLA-A*, *HLA-E*, *HLA-DRA*). This CBA-specific up-regulation is potentially due to increased immunoproteasome activity. 

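Of 6 genes listed for the immunoproteasome 4 were measured, and their mean log2 fold change between CBA/SIV+ and SUC/SIV+ animals was 0.02 (adjusted p = 0.88 from camera). The subunit genes PSMB8 and PSMB9 were not measured, so the mean says nothing about them. PSME2 differed by -0.08 (standard error 0.22, adjusted p = 0.943 from limma), POMP by 0.06 (standard error 0.18, adjusted p = 0.948), PSME1 by 0.05 (standard error 0.18, adjusted p = 0.953) and PSMB10 by 0.05 (standard error 0.17, adjusted p = 0.955). The mean changed sign without SUC/SIV+ replicate 1 (-0.09), without CBA/SIV+ replicate 1 (-0.02) and with the mean over the detected probes of a gene (-0.01). In the constitutive proteasome 19 of 29 genes were higher, with a mean of 0.13 (adjusted p = 0.0977 from camera). The constitutive list passed under median scaling (mean 0.33, adjusted p = 0.0278) and with the mean over the detected probes of a gene (mean 0.16, 0.045), and its adjusted p was 0.753 with an estimated correlation. Its smallest p-values were those of PSMD10 with 0.61 (standard error 0.20, adjusted p = 0.403 from limma), PSMC4 with 0.65 (standard error 0.23, adjusted p = 0.43) and PSMA3 with 0.43 (standard error 0.18, adjusted p = 0.483). No gene of either list passed when adjusted over the list alone. These are transcript levels, and the activity of the complex was not measured.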

Supporting this interpretation, chronic alcohol administration increases the expression of immunoproteasome subunits and catalytic activity in brain tissue [28]. Furthermore, using this same model of CBA and SIV infection, we previously reported that proteasome subunit expression is dysregulated and proteasome activity is increased in skeletal muscle of CBA/SIV+ macaques [11]. Activation of the immunoproteasome favors MHC class I antigen presentation [29]. MHC proteins present peptides to immune cells as part of the innate and adaptive immune response. MHC protein expression is upregulated in microglia and macrophages of HIV-infected brains [30] and have been found to play a role in regulating synaptic density and function [31]. We speculate that our results indicating up-regulation of MHC gene expression could contribute to decreased synaptic density and function in hippocampi of CBA/SIV+ animals. However, models investigating the effect of MHCI manipulation have found variable outcomes on synaptic structure and function. MHCI knockout models have resulted in both reduced and increased neurite outgrowth, while overexpression has both enhanced and inhibited neurite outgrowth and synaptic density [32,33,34]. The cellular localization of MHCI receptors (neuronal vs immune cell) would likely affect the functional outcome of the change in MHCI expression. These relationships between immune response genes and synaptic function warrant further investigation.

We detected differential expression of genes involved in the growth and development of neurons, synaptogenesis, axonogenesis, and myelination in the hippocampus of CBA/SIV+ animals. Furthermore, these changes suggest that the combined effects of CBA and SIV infection hindered neurogenesis. 

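Of 23 presynaptic and postsynaptic genes of excitatory synapses, 5 were higher and 18 lower in CBA/SIV+ than in SUC/SIV+ animals, with a mean log2 fold change of -0.16 (adjusted p = 0.0977 from camera). STX1A differed by -0.45 (standard error 0.28, adjusted p = 0.662 from limma). The list passed without CBA/SIV+ replicate 1, where its mean was -0.32 (adjusted p = 0.00465), while without CBA/SIV+ replicate 2 the mean was -0.0014 (0.899), without SUC/SIV+ replicate 2 it was -0.09 (0.501). Under median scaling, where the median of all probes was 0.12, the mean was 0.01 and the direction of the test was kept (adjusted p = 0.135). With an estimated correlation its adjusted p was 0.753. Of 12 genes of myelin and mature oligodendrocytes 10 were higher, with a mean of 0.17 (adjusted p = 0.213 from camera), among them MAL with 0.62 (standard error 0.28, adjusted p = 0.525 from limma) and UGT8 with 0.23 (standard error 0.25). In oligodendrocyte progenitors 5 of 7 markers were higher, with a mean of 0.13 (adjusted p = 0.488 from camera). SOX10 differed by 0.55 (standard error 0.20, adjusted p = 0.435 from limma) and CSPG4 by -0.42 (standard error 0.19, adjusted p = 0.524). In none of these lists did a gene pass when adjusted over the list alone.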

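The synaptogenesis gene with the largest difference was CNTN1, whose log2 signal was 7.19 ± 0.24 (SD, n = 2) in CBA/SIV+ animals and 5.96 ± 0.33 (SD, n = 2) in SUC/SIV+ animals, a log2 fold change of 1.23 (standard error 0.25, adjusted p = 0.279 from limma). CTNNB1 had a log2 fold change of 0.90 (standard error 0.23, adjusted p = 0.311), SYT11 of 0.46 (standard error 0.19, adjusted p = 0.478) and SYT4 of 0.39 (standard error 0.17, adjusted p = 0.522). In the opposite direction, SYT14 had one of -0.55 (standard error 0.26, adjusted p = 0.541), STX16 of -0.49 (standard error 0.18, adjusted p = 0.44) and ACTN1 of -0.47 (standard error 0.18, adjusted p = 0.439). SYT7 differed by -0.48 (standard error 0.21) at its brighter probe and by 0.05 (standard error 0.22) at another. Of 9 synaptogenesis genes that were measured, DLG4 among them, 4 were higher and 5 lower. CNTN1 and CTNNB1 were among the probes kept by the paper's rule, 5 had an unadjusted p under 0.05, and none passed limma's adjusted threshold.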

The genes identified as having a role in synaptogenesis, such as post-synaptic density 95 (*DLG4*), contactin 1 (*CNTN1*), neurexin 1 (*NRXN1*), synaptotagmin 11 (*SYT11*), synaptotagmin 4 (*SYT4*), synaptotagmin 7 (*SYT7*), syntaxin 16 (*STX16*), actinin alpha 1 (*ACTN1*), synaptotagmin 14 (*SYT14*) and catenin beta 1 (*CTNNB*), are involved in synaptic plasticity [35]. These changes are important when considered in the context of the original goal of this exploratory study—to determine gene expression changes that could underlie cognitive impairment in CBA/SIV+ animals. Neurogenesis and synaptic plasticity in the hippocampus modulate learning and memory; impairment of neurogenesis or synaptic plasticity impairs learning and memory [20,21,36]. Neuroinflammation, a common feature of HIV infection or chronic heavy alcohol consumption [37,38], has been shown to inhibit neurogenesis [39] and synaptic plasticity [40]. Taken together, our findings, with previous reports in the literature, support our conclusion that the gene changes observed likely contribute to cognitive dysfunction in CBA/SIV+ macaques. Our results showing increased expression of immune function genes in CBA/SIV+ animals associated with alterations in nervous system development and synaptic plasticity genes are in agreement with published studies [22,24]. However, the importance of individual genes remains to be tested in vivo. The gene changes may not translate to cognitive impairments and further mechanistic experiments to determine the specific effects of the gene changes are warranted.

Our results and interpretation are based on gene expression changes in the absence of parallel cognitive measures in these animals, and can only be related to our previous findings using this model of CBA/SIV. However, microarray analysis of human brain tissue from HIV+ patients with neuropathology or cognitive impairments have revealed alterations in similar genes and cellular processes to those observed in our study. Masliah et al. [41] reported down-regulation of genes involved in transcription, ion channels/transporters, cell-cycle molecules, and neuronal cytoskeleton components along with increased expression of interferon-stimulated genes in frontal cortex isolated from HIV encephalitis (HIVE) brains compared to HIV+ brains. Moreover, Gelman et al. [42] compared the gene expression in the neostriatum, neocortex, and white matter of patients with HIVE and neurocognitive impairment (NCI) to that of HIV-patients. Those results indicate strong similarities between the changes in gene expression in HIVE brains and those reported here for brains of CBA/SIV+ animals based on increased expression of interferon signaling, antigen presentation, and complement system genes. 

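Of 24 interferon-stimulated genes that were measured, 12 were higher and 12 lower in CBA/SIV+ than in SUC/SIV+ animals. Their mean log2 fold change was -0.01 and their median 0.03 (adjusted p = 0.88 from camera, direction up). ISG15 had a log2 signal of 6.50 ± 0.29 (SD, n = 2) in CBA/SIV+ animals and 7.30 ± 0.75 (SD, n = 2) in SUC/SIV+ animals, a log2 fold change of -0.81 (standard error 0.34, adjusted p = 0.486 from limma). MX1 differed by -0.73 (standard error 0.37, adjusted p = 0.582) and GBP2 by 0.65 (standard error 0.19, adjusted p = 0.36). The result depended on the animals of the CBA/SIV+ group: the mean was 0.25 without CBA/SIV+ replicate 1 (adjusted p = 0.0101 from camera) and -0.25 without CBA/SIV+ replicate 2 (0.0983). Complement genes were higher, 8 of 10 with a mean of 0.43 (adjusted p = 0.00245 from camera). With an estimated correlation (adjusted p = 0.753) and with fry (0.29) the complement call was lost. Markers of microglia and macrophages (14 of 16, mean 0.23) and of astrocytes (13 of 13, mean 0.43) were higher in the same comparison, with an adjusted p of 0.0395 and 8.13e-05 from camera, and an adjusted p of 0.79 and 0.753 with an estimated correlation. CFB had a log2 fold change of 0.84 (standard error 0.18, adjusted p = 0.284 from limma), C1S of 0.80 (standard error 0.22, adjusted p = 0.333) and C1QC of 0.86 (standard error 0.31, adjusted p = 0.43). CFB and C1S passed when adjusted over the list alone, and no interferon-stimulated gene did. CFB and C1QC stand in Table 2, which the study drew from the same animals, so the complement list is not independent of it. The complement call was also lost without SUC/SIV+ replicate 1 (adjusted p = 0.052) and without CBA/SIV+ replicate 2 (0.0983), and was kept in 10 ways of processing the arrays at the preset correlation, with an adjusted p of 0.000764 to 0.0347.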

Borjabad et al. [43] also showed that patients with HIV-associated neurocognitive disorders had enhanced expression of genes involved in antigen presentation and reduced expression of neurogenesis genes, giving further support to our results. The similarities in the processes found in human HIV brain tissue with neuropathology and/or cognitive impairment support our conclusion that alterations in immune processes/inflammation and neurogenesis in the CBA/SIV+ macaques could contribute to cognitive deficits.

The findings from the microarray suggesting the involvement of processes related to neuroinflammation and neurogenesis led us to explore the functional consequences of combined exposure to alcohol and HIV proteins in an in vitro model of neurogenesis. We used embryonic murine NPCs to model neurogenesis occurring in the adult hippocampus. This model allows for studying the early stages of neurogenesis in which NPCs commit to a mature astrocytes or neurons. Others have used a similar model to determine the effects of EtOH or Tat on neurosphere growth, as well as NPC proliferation and differentiation [44,45,46]. Our choice of 50 mM EtOH treatment matches what was used in previous neurogenesis studies [45] and matches the blood alcohol concentration achieved in the CBA/SIV+ macaques. Initially we aimed to validate gene expression of inflammatory receptors (*H2-ka*, *Tnfrs1a*) and pro-inflammatory cytokines (*Tnf*, *Ccl2*, *Ifng*) detected in the microarray in the NPC model. However, our results did not show any significant differences in their expression in response to EtOH and Tat exposure, which we believe is due to the absence of immune cells in this system, as the expression levels were low in all groups. In contrast, our results showed that Tat increased βIII tubulin at the mRNA level, while EtOH reduced the expression of βIII tubulin at the protein level. Together these results suggest that EtOH effects on βIII tubulin are post-translation. Future studies on this mechanism are warranted. The implications of this protein level change are relevant to cognition, as the expression of neuronal cytoskeleton proteins have been shown to be correlated to cognitive functioning in PLWHA. Moore et al. [47] showed that behavioral measures of cognitive functioning in humans correlated with the amount of immunohistochemical staining of the neuronal cytoskeletal protein microtubule-associated protein 2 (MAP2). The alteration of βIII tubulin expression with EtOH and Tat treatment indicates the functional relevance of the changes in neurogenic and synaptogenesis genes detected CBA/SIV+.

In summary, the results of this study show that CBA administration in SIV-infected macaques results in hippocampal up-regulation of genes involved in immune function and dysregulated expression of genes involved in neurogenesis. Similar patterns of gene expression are seen in brains of patients with HIVE and NCI [42], which we speculate suggests that over-activation of immune processes underlies the impairment of neurodevelopment. This is supported by the demonstrated capacity of inflammation to impair neurogenesis [23,39]. Thus, the results of this study support the hypothesis that inflammation-driven deficits in neurogenesis are a potential mechanism by which alcohol contributes to cognitive impairment in SIV-infected macaques. We recognize that involvement of several processes other than inflammation and neurogenesis were suggested by the microarray, including cytoskeleton related functions. These other processes may be important in contributing to cognitive deficits. There are limitations to our study, including the small number of animals in each group. However, this was an exploratory study with the goal of identifying potential mechanisms for further study, which we believe was accomplished. The timing at which gene changes were observed (19 months of CBA administration and 16 months of SIV infection) does not necessarily reflect time-dependent changes. Analysis at distinct time points would have provided valuable insight into the plasticity of the differential gene expression patterns observed in CBA/SIV+. It is important to note that the cell culture model used here does not contain all the cell types that would be found in vivo. The lack of microglia and infiltrating immune cells may account for the lack of inflammatory response in vitro. This was an exploratory study, and we believe that the Tat dose selected allowed us to investigate its effect on NPCs during growth and development. Others have used 200 ng/mL for neurogenesis experiments [46], and up to 1400 ng/mL to elicit inflammatory responses from astrocytes or produce neurotoxicity in culture [48,49]. The rich data set identifying genes and relevant biological processes should provide groundwork for future studies exploring time course, reversibility, and contribution of their changes to overall neurobehavioral dysfunction.

## 4. Materials and Methods

### 4.1. Animals

All experiments were approved by the Institutional Animal Care and Use Committee (codes 2522 and 3310) at both Tulane National Primate Research Center (TNPRC) in Covington, LA, and Louisiana State University Health Sciences Center in New Orleans, LA. All experiments adhered to the National Institutes of Health Guidelines for the Care and Use of Experimental Animals [50]. Animals had been used in previously published studies and the experimental procedures for alcohol administration and SIV inoculation are described in detail in those publications [10,51,52]. Briefly, young adult, male *Macaca mulatta* from two experimental groups; sucrose-administered SIV-infected (SUC/SIV+; *n* = 2), and CBA SIV-infected (CBA/SIV+; *n* = 2) were used in the study. SIV+ animals were all from the same experimental cohort and underwent all experimental procedures during the same time period. Animals were six years of age at necropsy.

CBA administration consisted of ethanol (30%) delivery via an indwelling gastric catheter providing a mean of 13–14 g/kg/week beginning three months prior to SIV inoculation and continuing throughout the study as previously described [10,51]. CBA administration was initiated prior to SIV infection to model risky alcohol use leading to HIV infection, as binge alcohol increases the risk of contracting HIV [53,54,55,56]. This protocol of alcohol administration results in blood alcohol concentrations ranging from 50 to 60 mmol/L, similar to that achieved with heavy alcohol consumption in humans [57]. The protocol of alcohol administration models a chronic binge-like alcohol intake, a frequent pattern of heavy alcohol consumption [58]. Following three months of CBA administration, animals were inoculated intravenously with 10,000 times the infective dose (ID_50_) of SIVmac251 (provided by Preston Marx, TNPRC). The progression of SIV disease was monitored throughout the study using clinical, biochemical, immunological, and plasma viral kinetic analysis as reported elsewhere [10,51,52]. Sixteen months post-SIV inoculation, animals were euthanized in accordance with the Panel on Euthanasia of the American Veterinary Medical Association. Whole brains were removed during necropsy, frozen in liquid nitrogen, and stored at −80 °C until analysis.

### 4.2. Hippocampus and RNA Isolation

Hippocampal brain tissue was isolated by dissecting tissue from a frozen hemi-brain. First, the intersection of the superior and inferior arcuate sulcus and the arcuate sulcus spur was located. Twenty millimeters caudal from that landmark, a coronal slice was made to reveal the hippocampus (bregma-20.00 mm) [59]. We then removed the hippocampus sample with a surgical scalpel.

RNA was extracted from frozen samples using TRIZOL reagent as recommended by the manufacturer (Invitrogen, Carlsbad, CA, USA). 200 ng of RNA were used to make biotinylated complementary RNA (cRNA) using the Illumina TotalPrep RNA Amplification Kit (Ambion, Austin, TX, USA), and hybridized for 14 h at 58° to HumanWG6_v3 chips, following manufacturer’s instructions (Illumina, San Diego, CA, USA). The arrays were scanned with the BeadArray Reader (Illumina, San Diego, CA, USA) and analyzed with GenomeStudio software (Illumina).

### 4.3. Cerebrospinal Fluid (CSF) Collection

CSF collection took place seven months after SIV inoculation. Macaques were anesthetized and a 22-guage needle was inserted into the fourth ventricle. CSF flowed freely from the needle hub and droplets collected until a volume of 0.5 to 1.0 mL was reached. CSF was stored at −80° C until use.

### 4.4. Viral Load Quantification

For quantification of viral loads, DNA and RNA were extracted from the frozen hippocampal tissue and CSF using DNeasy mini kit and RNeasy Universal mini kit following the manufacturer’s instructions (Qiagen, Valencia, CA, USA). SIV DNA and RNA levels were quantified with a TaqMan (Life Technologies, Carlsbad, CA, USA) quantitative PCR assay (qPCR) that targets a conserved region in SIV *gag* as detailed previously [60]. Briefly, the quantity of SIV DNA was measured in duplicate aliquots of DNA and normalized to cell number using a qPCR assay that targets a single copy gene (Rnase P). Copies of SIV RNA were determined by adding approximately 100 ng of sample RNA to duplicate reverse-transcription qPCR (rt-qPCR) amplification assays. The average SIV RNA copy number was determined and normalized to micrograms of RNA (for brain tissue) or mL CSF utilizing a rt-qPCR assay that targets the housekeeping gene ribrosomal protein S13 (*RPS13*), with validated Taq-Man primers and probe as described [61]. The limit of detection in these assays is 100 copies SIV DNA/1 × 10^6^ cells and 50 copies SIV RNA per microgram RNA.

### 4.5. Microarray Data Analysis

For Illumina chips, the background noise was eliminated by determining the level of hybridization of irrelevant probes. 

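In the values that the authors normalized, the medians of the 6 arrays were 67.7 to 67.8, and on each array the values kept the order of its non-normalized signals (rank correlation at least 0.999985). These medians lie within the range of the non-normalized medians (62.5 to 72.1), so that the background signal was not subtracted from the normalized values.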

The signals were normalized assuming a similar distribution of transcript abundance in all the samples [62]. A differential analysis of gene expression was done using the level of expression in the SUC/SIV+ samples as a reference. A list of differentially expressed genes for CBA/SIV+ animals was generated by finding the top one percent of up-regulated genes and top one percent of down-regulated genes based on the frequency of fold-change values. This corresponded to the inclusion of genes that were increased or decreased 1.3 fold in CBA/SIV+ compared to SUC/SIV+, as used by other investigators [63,64]. 

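Taking the top and bottom 1% of the 48803 probes by fold change gave 489 probes on each side. With background-corrected values the mark lay at a fold change of 1.55 on the higher side and 0.676 on the lower side. With the values that the authors normalized, these marks were 1.36 and 0.755.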

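With background-corrected values, a 1.3-fold threshold in place of the 1% marks, followed by the same filter on overlap, kept 2266 probes, of which 1634 were higher and 632 lower in CBA/SIV+ animals (72.1% higher).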

The list of differentially expressed genes was further filtered by removing any genes for which there was overlap of their raw expression values between animals in the two groups. Thus, the final gene list contained the top one percent of up-regulated and top one percent of down-regulated genes in which both CBA/SIV+ animals had increased or decreased expression compared to both SUC/SIV+ animals (Figure 1A). 

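The rule kept 740 probes, 456 higher and 284 lower in CBA/SIV+ animals, with 549 gene symbols among them and 165 probes without a symbol. The higher share has a 95% confidence interval of 58.0% to 65.1% (exact Clopper-Pearson) and differs from 50% (exact binomial test, two-sided, p = 2.72e-10), with each probe taken as independent. The 2 splits of the same 4 animals that mix the treatments also gave shares away from 50%, 55.6% of 763 probes and 66.7% of 633. These are counted as higher in the group that holds CBA/SIV+ replicate 1, and which group is called higher there is arbitrary. The test therefore does not tie the share to the treatment. The higher share was 52.1% without SUC/SIV+ replicate 1, 51.3% without SUC/SIV+ replicate 2, 50.5% without CBA/SIV+ replicate 1 and 55.2% without CBA/SIV+ replicate 2. When the overlap was judged on normalized in place of non-normalized signals, 438 higher and 428 lower probes were kept (50.6% higher). Of the 740 probes 729 were detected on both arrays of the higher group, and 1 of the 733 that were tested passed limma's adjusted threshold.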

In order to determine the biological significance and function of the differentially expressed genes, we used MetaCore from Thomson Reuters (Philadelphia, PA, USA) to determine the Process Networks of the differentially expressed genes [60]. The Process Networks indicate the cellular functions regulated by the input list of genes. We used two quantification strategies to analyze the MetaCore results in order to account for the multiple potential interpretations of these data. In the first analysis, we identified the most significantly enriched processes in which the differentially expressed genes are involved. In the second analysis, we quantified the top 100 processes of the differentially expressed genes. These analyses allowed us to determine the specific functions and general processes that are most affected by the combination of CBA and SIV infection. GeneCards (version 3.12.256, www.genecards.org, Rehovot, Israel) [65] database was used for determining the function of individual genes/proteins.

### 4.6. NPC Isolation and Culture

Using a standard technique [66], NPCs were isolated from pooled male and female mouse brains at embryonic day 17.5. After dissociation by gentle trypsinization (TrypleE Express, Gibco, Waltham, MA, USA) and pipetting with a fire-polished glass Pasteur pipette, single cell suspension neural cells were plated on non-adherent cell culture dishes at densities ranging from 1 × 10^2^ to 1 × 10^5^ cells/cm^2^. The culture medium used to support proliferation of neural progenitors and the formation of primary neurospheres consisted of NeuroBasal Medium (Gibco), B27 supplement (Gibco), N2 supplement (Gibco), Heparin (2 ng/mL), epidermal growth factor (EGF) (20 ng/mL, Invitrogen, Waltham, MA, USA), basic fibroblast growth factor (bFGF) (20 ng/mL, Invitrogen), and Glutamax (Gibco). Following three days of continuous growth, primary neurospheres were dissociated to single cell suspension and plated at low density (5.0 × 10^5^ cells/cm^2^) on non-adherent cell culture dishes in the same medium. The resulting secondary neurospheres were treated with or without EtOH (50 mM) and with or without Tat (200 ng/mL), for 24 h. The EtOH concentration was selected to match that achieved in vivo with the intragastric alcohol delivery protocol in the macaques. Tat concentrations were based on [46]. These non-adherent cells were then transferred to poly-D-lysine/Laminin coated glass chambers slides and allowed to differentiate in NeuroBasal medium containing B27 and N2 supplements, heparin, and Glutamax. During the differentiation process, the neurospheres were treated with EtOH (50 mM), Tat (200 ng/mL) or both on the first day of differentiation and EtOH (50 mM), Tat (125 ng/mL), or both on the third day of differentiation. The lower concentration of Tat on the third day was used to avoid overt cell death as we sought to determine how the treatments would alter cell development. Cells were fixed on day four of differentiation in the same chamber slides in which they were differentiated using 4% formaldehyde in phosphate buffered saline. Fixed cells were used for immunofluorescent analysis (*n* = 5 for controls or 3 for experimental groups); unfixed cells were pelleted and frozen at −80° C until use in Western Blot or qPCR assays (*n* = 3 per group).

### 4.7. NPC RNA Isolation and qPCR

NPC differentiation was determined by measuring the expression of the cytoskeletal protein nestin. The nestin expression decreases as the cells differentiate into neurons or astrocytes. New neurons express βIII tubulin and astrocytes express glial fibrillary acidic protein (GFAP). Evaluating the expression of each of these proteins allowed us to determine patterns of NPC differentiation into mature cell types. Measuring βIII tubulin and GFAP expression has been used by others to model the effects of HIV or alcohol alone on neurogenesis [44,45,67]. We utilized the RNeasy Mini Kit (Qiagen) to extract RNA from cell pellets. RNA purity and concentration was determined using spectrophotometry (NanoDrop, Wilmington, DE, USA). We reverse transcribed isolated RNA to complimentary DNA (cDNA) using QuantiTect Reverse Transcription Kit (Qiagen. *Tubb3* (NM_023279.2), *Gfap* (NM_010277.3), nestin (*Nes*) (NM_016701.3), *H2-ka* (NM_001001892.2), *Tnfrs1a* (NM_011609.4), *Tnf* (NM_013693.3), *Ccl2* (NM_011333.3), *Ifng* (NM_008337.4) and *Rps13* (NM_026533.3) primers were purchased from Qiagen . See Table 1 for RefSeq Accession numbers. The relative gene expression was quantified using the ∆∆Ct method with *Rps13* as the housekeeping gene.

### 4.8. NPC Immunocytochemistry

Slides were analyzed by immunofluorescent labeling to discriminate the content of neural cell types with anti-βIII tubulin (1:100, Biolegend, San Diego, CA, USA), anti-GFAP (1:100, Millipore, Billerica, MA, USA), and anti-nestin (1:100, Millipore, Billerica, MA, USA) antibodies diluted in 1% bovine serum albumin plus 0.02% Triton X-100. Secondary antibodies were goat anti-rabbit fluorescein- (Life Technologies, Carlsbad, CA, USA) or goat anti-mouse rodamine-conjugated (Pierce, Waltham, MA, USA) at 1:500 dilution in 5% bovine serum albumin plus 0.02% Triton X-100. Images were taken at 600x magnification using an Olympus Fluoview FV1000 Biological Laser Scanning Microscope equipped with a multi-line Argon laser (458 nm, 488 nm, 515 nm) and diode lasers (405 nm, 559 nm, 635 nm, Olympus of America, Center Valley, PA, USA). Imaging was done at 8 microseconds per pixel, 0.331 micrometers per pixel, and images were 640 × 640 pixels. Lasers were used at the following powers: 405 nm (20.0%), 488 nm (10.0%), and 559 nm (20.0%). Images were all captured using a 60x oil objective at 1x zoom. Software used was FV10-ASW version 4.00.03.04. Images (five to ten per slide) were all collected and quantified using the same settings. Z-stack images were taken from the top to the bottom of the cells within the view. Quantification of immunolabeling was accomplished using SlideBook 5.0 image analysis software version 5.0.0.19 (3i, Denver, CO, USA). MD performed the image acquisition and JM performed the image analysis. Identical thresholds for positive staining were applied to all images to determine the number of positively stained voxels. The number of positively stained voxels was normalized by both the thickness of the z-plane and by the number of nuclear voxels to account for variations in image thickness and cell number. Experimental groups are expressed as fold-change relative to control group.

### 4.9. Data Analysis

We used two-way ANOVA with Bonferroni post-hoc tests to analyze immunohistochemistry data obtained from the neural progenitor cell cultures. A chi-square test was used to compare the number of up- or down-regulated genes in process networks using the percentage of up- or down-regulated genes among all differentially expressed genes as the expected frequency. Statistical analysis was performed using GraphPad Prism (version 5.04 for Windows, GraphPad Software, La Jolla, CA, USA) and GraphPad QuickCalcs (web site: http://www.graphpad.com/quickcalcs/chisquared2/, accessed on 9 May 2016).

## Figures and Tables

**Figure 1:**
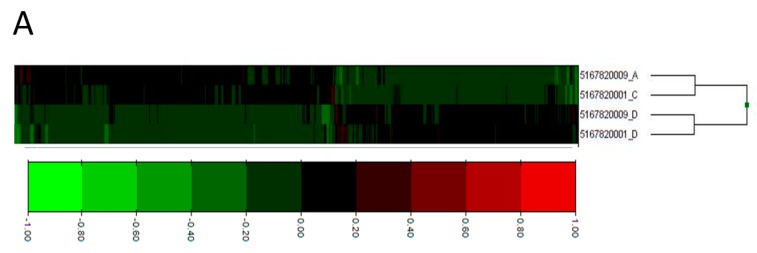

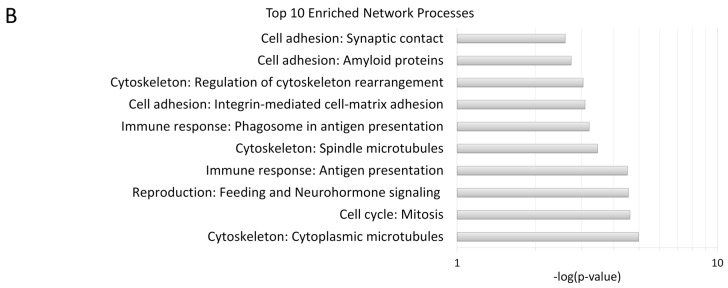
Heatmap of the differentially expressed genes in CBA/SIV+ and SUC/SIV+ used for MetaCore analysis and the top enriched process networks of those genes. (**A**) Heat map shows all 709 genes differentially expressed in CBA/SIV+ compared to SUC/SIV+. Differentially expressed genes were defined as the top one percent and bottom one percent of all genes detected in the microarray analysis. From those genes, only those in which both CBA/SIV+ animals had gene expression higher or lower than both SUC/SIV+ animals were used in process network analysis. Numbers 5167820009_D and 5167820001_D refer to SUC/SIV+ animals; (**B**) Top ten process networks enriched in differentially expressed genes in CBA/SIV compared to SUC/SIV macaques. Larger bars indicate greater significance.

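Among the kept probes with a gene symbol that were detected on both arrays of the higher group, the largest rises in the group means, besides that of the TCEAL4 probe, were those of PCCA, with a log2 fold change of 2.30 (standard error 0.63, adjusted p = 0.331 from limma), PAXX, which was at least 3.49-fold higher, ALDH9A1 with 1.90 (standard error 0.44, adjusted p = 0.296) and NPPA with 1.86 (standard error 0.95, adjusted p = 0.58). The difference in NPPA came from 1 animal, and without CBA/SIV+ replicate 2 it was -0.08. That of PCCA was 1.05 without SUC/SIV+ replicate 1 and 3.58 without SUC/SIV+ replicate 2 (adjusted p = 0.00591). Next came RPP21 with 1.68, RPL36AL with 1.62, MYBPC1 with 1.61 and ABCA2 with 1.52. A probe of RORA differed by 1.77 (0.48 without SUC/SIV+ replicate 1, 3.08 without SUC/SIV+ replicate 2 with an adjusted p of 0.0146), and the brightest probe of RORA by -0.02. The largest falls in the group means were those of IFIT1B, with a log2 fold change of -2.09 (standard error 0.45, adjusted p = 0.284), MEPCE with -1.89 (standard error 0.45, adjusted p = 0.298) and SMARCD1 with -1.84 (standard error 0.65, adjusted p = 0.43), which was -0.59 without CBA/SIV+ replicate 1 and -3.12 without CBA/SIV+ replicate 2. They were followed by OPLAH with -1.77, C19orf81 with -1.76, EEF2K with -1.62 and TMCO1 with -1.60. NOL11, under the detection limit in both CBA/SIV+ animals, was at least 2.81-fold lower in the group means, with log2 signals of 7.02 and 5.54 in the 2 SUC/SIV+ animals. Probes of PKIA and DCBLD2 differed by -1.77 and -1.58, and the brightest probes of these genes by -0.51 and -0.81. Other detected probes differed in the opposite direction for RPL36AL (-0.22), MYBPC1 (-1.04 and -0.11) and OPLAH (0.68). Leaving out SUC/SIV+ replicate 1 or 2 lowered MYBPC1 to 0.75 or ABCA2 to 0.63, and leaving out CBA/SIV+ replicate 1 or 2 brought OPLAH to -1.15 or IFIT1B to -1.35 and TMCO1 to -1.07. With a block for the 2 slides of Figure 1A, chosen after the values were seen, ALDH9A1 (adjusted p = 0.0314 and 0.0223), PAXX (0.023 and 0.0186) and the probe of PKIA (0.0431 and 0.0259) passed under both possible pairings of the arrays, C19orf81 (0.0431) under one, and IFIT1B (0.0223), MEPCE (0.0223) and RPL36AL (0.0491) under the other.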

**Figure 2:**
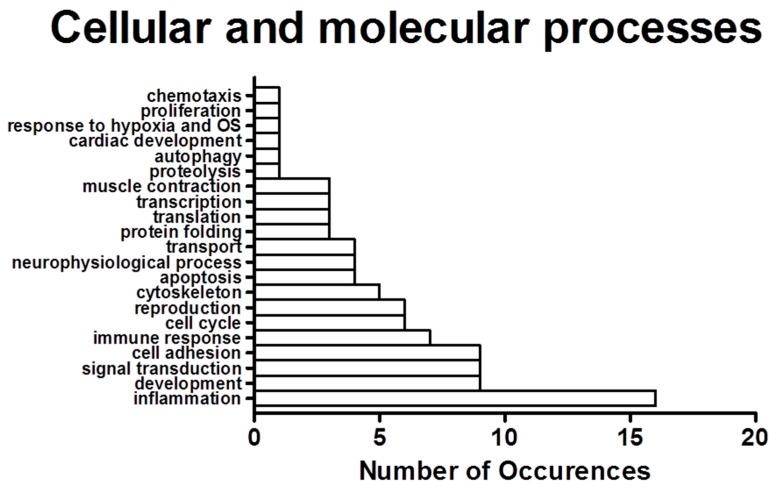
Number of occurrences in the top 100 specific process networks containing dysregulated CBA/SIV+ genes. The processes were classified using MetaCore nomenclature (e.g., the processes “inflammation complement system” and “inflammation IFN-gamma signaling” both count towards inflammation). The top 100 process networks containing differentially expressed genes were included in analysis. OS: oxidative stress; IFN: interferon.

**Figure 3:**
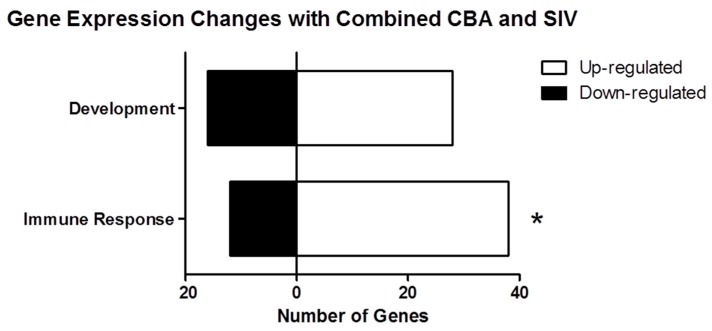
Number of genes involved in inflammatory and development processes that were up- and down-regulated. Immune processes include the set of genes from inflammation and immune response functions. The immune processes category had significantly more up-regulated genes than expected (76%) compared to the total number of up-regulated genes out of all differentially expressed genes (57%) (* *p* < 0.01, Chi-square test).

**Figure 4:**
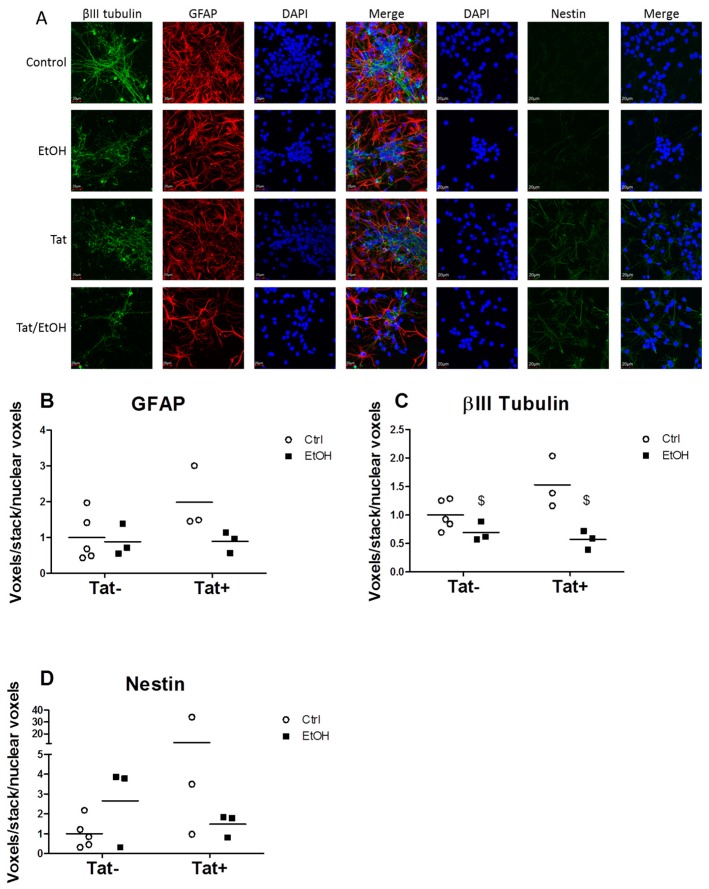
Panel (**A**) shows representative images from embryonic mouse neural progenitor cells (NPCs) treated with ethanol (EtOH) and/or trans-activator of transcription (Tat) on day one of proliferation and during four days of differentiation. Control staining is shown in the first row, EtOH in the second row, Tat in the third row, and Tat/EtOH in the fourth row. Quantification of immunofluorescence for each marker (βIII tubulin for neurons, glial fibrillary acidic protein (GFAP) for astrocytes, and nestin for neural progenitors) is shown in panels (**B**–**D**). Each symbol represents one experimental well. *N* = 5 for the control group and *n* = 3 for the experimental groups. Bar indicates the mean of each group. $ indicates main effect of alcohol (*p* < 0.05) by two-way ANOVA.

**Figure 5:**
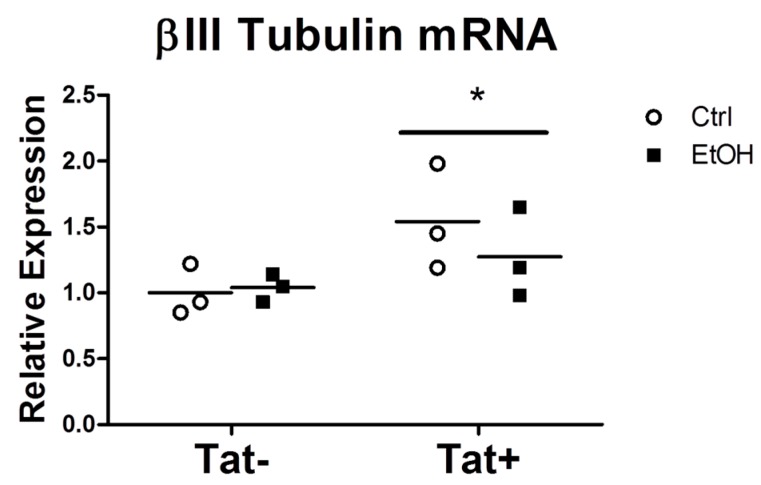
Relative βIII tubulin messenger ribonucleic acid (mRNA) expression in control (Ctrl) and EtOH treated NPCs with or without Tat. The solid line indicates the mean of each group. Data were analyzed by two-way ANOVA. *N* = 3 per group, * indicates *p* < 0.05 in Tat+ vs Tat-.

**Table 1:** Simian immunodeficiency virus (SIV) DNA and RNA copy numbers in hippocampal tissue isolated at necropsy and cerebrospinal fluid (CSF) seven months prior to necropsy. Copy numbers of SIV gag DNA and RNA were normalized to the amount of housekeeping gene, ribosomal protein S13 (*RPS13*), present and then compared with a standard curve of known SIV copy number. CSF and plasma viral load were normalized to volume of CSF and plasma, respectively. CSF and plasma viral load were taken seven months prior to necropsy, during the asymptomatic stage of infection. The limit of detection was 25 copies in the tissue samples and 100 copies in the CSF. SUC/SIV+: sucrose administered, SIV-infected; CBA/SIV*+*: chronic binge alcohol administered, SIV-infected.

SIV DNA and RNA in Central Nervous System Compartments				
	Viral Load in Hippocampal Tissue		CSF Viral Load	Plasma Viral Load
Animal ID	DNA (SIV Copies/1 × 10^6^ Cells)	RNA (SIV Copies/μg *RPS13*)	RNA (SIV Copies/mL)	RNA (SIV Copies/mL, Log Transformed)
EK21 (SUC/SIV+)	<25	<25	<100	6.41
EJ59 (SUC/SIV+)	510	<25	5705	5.97
EN44 (CBA/SIV+)	140	<25	7560	5.59
EN72 (CBA/SIV+)	660	2267	112,000	5.79

**Table 2:** Inflammation and immune response genes that are differentially expressed between CBA/SIV and SUC/SIV macaques. FC is the fold-change in gene expression between CBA/SIV and SUC/SIV macaques.

Inflammation and Immune Response Associated Genes		
Gene	Description	FC
*TXNIP*	Mediator of oxidative stress, over-expression induces G0/G1 cell cycle arrest, required for maturation of NK cells	2.43
*CCL8*	Chemotactic factor for monocytes, lymphocytes, eosinophils, and basophils	1.91
*PROS1*	Anticoagulant plasma protein, stimulates fibrinolysis	1.82
*HLA-A*	Presentation of antigens to the immune system, major histocompatibility class (MHC) I	1.65
*C1QC*	Associates with C1r and C1s to yield the first component of the complement system	1.64
*CFB*	Complement Factor B, cleaved into Ba and Bb which further activate the complement cascade and monocyte response, Ba inhibits proliferation of pre-activated B-lymphocytes	1.60
*HLA-F*	Presentation of antigens to the immune system, MHC class I	1.58
*HLA-G*	Presentation of antigens to the immune system, MHC class I	1.57
*HLA-DRA*	MHC class II-type, expressed by B lymphocytes, dendritic cells, and macrophages; presentation of antigens to the immune system	1.54
*HLA-H*	Presentation of antigens to the immune system, MHC class I	1.52
*MSN*	Moesin, cross-linker between plasma membrane and actin cytoskeleton, localized to filopodia	1.52
*APP*	Functions in neurite outgrowth, neuronal adhesion, and axogenesis. Cleavage products of APP activate caspases and form amyloid plaques found in Alzheimer’s.	1.50
*TFRC*	Transferrin receptor, cellular uptake of iron, necessary for nervous system development	1.50
*ITPR1*	Intracellular inositol 1,4,5-triphosphate receptor, mediates release of Ca^2+^ from endoplasmic reticulum.	1.46
*MTOR*	Mediates cellular responses to DNA damage and nutrient deprivation	1.45
*JAK1*	Kinase in interferon-α, -β, and -γ signal transduction pathways	1.45
*EDG1*	Role in cell migration	1.45
*HLA-E*	Binds peptide-derived signal sequence of human leukocyte antigen (HLA) subtypes	1.45
*AP1G1*	Adaptin subunit, promotes formation of clathrin-coated vesicles for delivery from Golgi to lysosomes	1.44
*PIM1*	Proto-oncogene involved in cell survival, kinase activity suppresses pro-apoptotic proteins	1.44
*TNFRSF1A*	Tumor necrosis factor (TNF) receptor, activates nuclear factor kappa-light-chain-enhancer of activated B cells (NFkB), apoptosis, and inflammation	1.40
*ELK1*	Stimulates transcription induced by mitogen-activated protein kinase (MAPK) signaling cascade	1.39
*PSMA6*	Peptidase that is a component of the 20S subunit of the proteasome	1.39
*ODC1*	Important enzyme for polyamine synthesis, converts ornithine to putrescine	1.38
*NME1-NME2*	Naturally occurring read-through region between NME1-NME2 genes	1.37
*HLA-DPA1*	MHC class II-type, expressed by B lymphocytes, dendritic cells, and macrophages; presentation of antigens to the immune system	1.37
*GNG10*	G protein subunit gamma	1.35
*GNG2*	G protein subunit gamma	1.35
*VWF*	Maintains hemostasis, promotes adhesion of platelets to sites of vascular injury	1.34
*PSMD10*	Regulates 26S proteasome, p53-independent apoptosis and NFkB	1.34
*PPP2CB*	Serine/threonine phosphatase, implicated in negative control of cell growth and division	1.34
*PSMD6*	Subunit of 26S proteasome which co-localizes with DNA damage, degrades ubiquiniated proteins	1.33
*SEC61A1*	Crucial role in insertion of membrane and secretory proteins in to endoplasmic reticulum	1.33
*CEBPA*	Coordinates proliferation and differentiation of myeloid progenitors	1.32
*PIK3CB*	Catalytic sub-unit of Phosphoinositide 3-kinase (PI3K), activation of signaling cascades involved in cell growth, survival, and proliferation	1.32
*AP3B1*	Subunit of adaptor protein complex, target cargos into vesicles for delivery into neurites and nerve terminals	1.31
*HLA-DMA*	Prepares MHCII peptide binding site for antigen binding	1.30
*AVP*	Antidiuretic action in kidney, vasoconstriction	1.30
*MAPK11*	p38 MAPK, mediates activation of cellular response to pro-inflammatory cytokines	0.75
*ACTN1*	F-actin cross-linking protein, anchors actin to intracellular structures	0.75
*ELMO1*	Involved in cytoskeletal rearrangements needed of phagocytosis of apoptotic cells	0.74
*PSMD13*	Subunit of 19S regulator of the 26S proteasome.	0.74
*TRAP1*	TNF-receptor associated protein, maintains mitochondrial function	0.69
*LPL*	Lipoprotein lipase, hydrolysis of triglycerides in circulating chylomicrons and very low density lipoprotein (VLDL)	0.65
*CYCS*	Cytochrome C, election carrier in mitochondrial election transport chain, initiates apoptosis when released from mitochondria	0.64
*TIAM1*	Connects extracellular signals to cytoskeletal activities, activates Ras-related C3 botulinum toxin substrate 1 (RAC1), Cell division control protein 42 homolog (CDC42)	0.64
*ISG15*	Important for innate immune response against virus, inhibits HIV viral budding. Secreted interferon-stimulated gene 15 (ISG15) induces natural killer cell proliferation, neutrophil chemotaxis, induces interferon-gamma (IFNγ).	0.63
*CEBPB*	Transcription factor that regulates immune and inflammatory responses	0.59
*RYR1*	Ryanodine receptor, mediates release of calcium from intracellular stores	0.57
*HSPA1B*	Member of heat shock protein 70 family, stabilizes proteins against aggregation and mediates folding of new proteins	0.53

How the deposited data were processed for this re-analysis (not part of the article)

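Total RNA from the hippocampus of 6 rhesus macaques was measured on Illumina HumanWG-6 v3 bead arrays, 1 array per animal: 2 SIV- animals, 2 SUC/SIV+ animals and 2 CBA/SIV+ animals. The authors read out the arrays and deposited the average bead signal of each of 48803 probes as an intensity that was neither normalized nor background-subtracted. Beside each intensity the authors deposited a detection p-value of the probe, taken against the negative control probes of the array. In the values, this p-value moves in steps of 0.00132, which implies 758 negative controls per array. The authors also deposited intensity values quantile-normalized between the 6 arrays on the linear scale, in which the background was not subtracted.

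All values were computed in R 4.3.3 with limma 3.58.1. The non-normalized intensities were corrected for background by a normal-exponential model with the detection p-values, an offset of 16 was added, the arrays were quantile normalized, and log2 was taken. Probes with a detection p-value under 0.05 on at least 2 of the 6 arrays were tested, which left 16855 probes (34.5%). A linear model with 1 mean for each of the 3 groups was fitted with no block, followed by limma's empirical Bayes step, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. All p-values are two-sided. The comparisons were CBA/SIV+ with SUC/SIV+ animals, and each of these groups with SIV- animals. In these arrays 27578 probes had 1 gene symbol in the annotation used here, 13 had several and were given none, and 21212 had none. The symbols of Table 2 that differ in this annotation were matched by hand (EDG1 as S1PR1). A gene was represented by its probe with the highest mean log2 value. For a probe not detected on either array of a group, the fold change is a lower bound computed against the signal at the detection limit.

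The rule of the paper's methods was applied to all 48803 probes: the top 1% and bottom 1% by the difference of mean log2 values, and of these the probes whose non-normalized intensities did not overlap between the 2 groups. The direction of the genes of Table 2 was compared with that of the kept probes by a chi-square test and an exact binomial test. Gene lists, the main tests, the rule for naming genes and all alternatives except a block for the slides were set before the data were examined. Several lists nevertheless hold genes that the paper names, which the study chose on the same animals. For those lists the direction is not independent of the paper's. The tests of explanations, the simulated arrays under the paper's rule, the values that the design alone gives and the position of the Table 2 genes against SIV- animals were chosen only after the results were seen. The 34 lists with at least 3 measured genes were tested with camera at a preset correlation of 0.01, and their p-values were adjusted over the lists. The named genes are those that the paper names from the arrays, the 10 largest rises and 10 largest falls among the probes of the rule that were detected on both arrays of the higher group, the 5 largest rises and 5 largest falls in each comparison with SIV- animals, and the 3 members of each described list with the smallest p-value. The values that the paper prints for its own genes had been seen when the rule for naming genes was written.

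The alternatives were no background correction, an offset of 50, the values that the authors normalized, median scaling, normalizing the 4 SIV+ arrays alone, fitting these 4 arrays alone, no filter on dim probes, a detection p-value under 0.01, other forms of the paper's rule, the replicate number as a block, a trend and a robust prior in the empirical Bayes step, an estimated correlation in camera, fry, the mean over the detected probes of a gene, and leaving out each array in turn. When an array is left out, its group has 1 array, which is then assumed to vary like the other groups. The whole procedure was tested on simulated arrays with known changes.

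The number of arrays limits the precision. Under median scaling the median log2 fold change of all tested probes was 0.12 between CBA/SIV+ and SUC/SIV+ animals and -0.19 between SUC/SIV+ and SIV- animals. The process networks of MetaCore, the neural progenitor cell cultures and the viral loads were not analysed here. Some genes that the paper names are not reported here. Figure 1A places the 4 SIV+ arrays on 2 slides, but which animal's values belong to which slide was not used here, since the values are not tied to slides.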

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

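The comparisons with SIV- animals were planned, whereas the tests of the explanations weighed in this part were chosen only after the results were seen.

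A signal appeared in arrays that the paper does not report, those of the 2 SIV- animals. Interferon-stimulated genes were higher in both SIV+ groups than in SIV- animals. In SUC/SIV+ animals 23 of 24 were higher, with a mean log2 fold change of 0.96 (adjusted p = 8.89e-14 from camera), and in CBA/SIV+ animals 23 of 24, with a mean of 0.95 (adjusted p = 3.75e-17). In each comparison the groups did not overlap in 20 of the 24, where chance gives 16.7% in a given direction. MX1 had a log2 fold change of 3.22 between SUC/SIV+ and SIV- animals (standard error 0.37, adjusted p = 0.0513 from limma), IFI44 of 2.58 (standard error 0.31, adjusted p = 0.0532) and ISG15 of 2.31 (standard error 0.34, adjusted p = 0.0814). Over all probes no member passed, though MX1 did so in SUC/SIV+ animals with median scaling (adjusted p = 0.0253), the replicate block (0.0357), a trend (0.0412), a trend and robust prior (0.0484) and without CBA/SIV+ replicate 1 (0.00596) or 2 (0.00603). In CBA/SIV+ animals MX1 passed with median scaling (0.0424) and without CBA/SIV+ replicate 1 (0.0132), and IFI27 with median scaling (0.0424), the replicate block (0.0308) and a trend and robust prior (0.044). Of the list, 12 and 14 passed in the 2 comparisons when adjusted over the list alone. With an estimated correlation the adjusted p of the list was 0.615 and 0.515, and with fry 0.0878 and 0.0948. Against normalization or background correction as the cause, the mean was 0.62 or higher under 4 alternatives to these steps in both comparisons. Against the array of SIV- replicate 2, which differs in sex-linked transcripts as described below, the lower of the 2 means was 0.97 without it. An effect of SIV infection stays open. In 17 of the 24 genes (70.8%, where chance gives 6.67%) all 4 SIV+ animals lay higher than both SIV- animals. This count restates the rise that prompted the test, so it is not separate support for infection. A difference in cohort, age or array batch also stays open and cannot be told apart from infection, since 0 SIV- arrays are known to share a slide with a SIV+ array.

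Other lists were also higher than in SIV- animals. Immediate early genes had a mean of 0.77 in SUC/SIV+ animals (9 of 12 higher, adjusted p = 0.000969 from camera). In CBA/SIV+ animals the means were 0.50 for MHC class I genes (11 of 14 higher, adjusted p = 0.000182), 0.46 for MHC class II genes (7 of 10, 0.00448), 0.53 for cytokines and inflammatory signaling (12 of 15, 0.000411), 0.45 for microglia and macrophages (15 of 16, 6.85e-06), 0.38 for complement (7 of 10, 0.0267), 0.34 for genes induced by glucocorticoids (10 of 12, 0.0151) and 0.30 for myelin and mature oligodendrocytes (12 of 12, 0.0151). Without SIV- replicate 1 the calls of MHC class II (0.0986), glucocorticoid-induced genes (0.535) and oligodendrocytes (0.378) were lost. Without CBA/SIV+ replicate 1 that of MHC class II was lost (0.123), and without CBA/SIV+ replicate 2 those of complement (0.263), glucocorticoid-induced genes (0.07) and oligodendrocytes (0.263). With no filter on dim probes MHC class II was lost (0.0778). With an estimated correlation none of these calls was kept (adjusted p = 0.75 for immediate early genes, 0.515 to 0.64 for the others), nor with fry (0.452, and 0.0916 to 0.567). A call in one SIV+ group and not in the other does not show that the groups differ. In the direct comparison of CBA/SIV+ with SUC/SIV+ animals the adjusted p was 0.0395 for MHC class I, for microglia and for glucocorticoid-induced genes, 0.00245 for complement, 0.107 for MHC class II, 0.0964 for cytokines and 0.213 for oligodendrocytes, and no list passed with an estimated correlation (smallest adjusted p 0.753).

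By limma, 4 probes differed between SUC/SIV+ and SIV- animals, and 1940 had an unadjusted p under 0.05 (815 higher, 1125 lower). A probe of C19orf81 was higher by 2.56 on the log2 scale (standard error 0.23, adjusted p = 0.0349) and a probe of PKIA by 1.76 (standard error 0.19, adjusted p = 0.0401), while the brightest probe of PKIA differed by 0.10. PDZK1 had a log2 fold change of -1.83 (standard error 0.20, adjusted p = 0.0401) and LAMA1 of -1.56 (standard error 0.17, adjusted p = 0.0401). Leaving out 1 array gave 8 calls without SIV- replicate 1, 3 without SIV- replicate 2, 6 without SUC/SIV+ replicate 1, 11 without SUC/SIV+ replicate 2, and 1 without CBA/SIV+ replicate 1 or 2, and of the 4 probes only 1 was called again, without SUC/SIV+ replicate 2.

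The array of SIV- replicate 2 stood apart from the other 5 in sex-linked transcripts. Its log2 signal for XIST was 9.47, against 4.44 to 5.10 on the others, and for RPS4Y1 4.49, against 10.99 to 11.26. EIF1AY lay at 4.47 (4.92 to 5.42 on the others) and UTY at 4.26 (4.68 to 5.41). A fault of a single probe is argued against by the 4 sex-linked genes that depart. A swap with a SIV+ animal is argued against by the interferon-stimulated genes, whose mean on this array lay 0.069 above that of the other SIV- array, while the SIV+ animals lay 0.95 above the SIV- animals. A candidate explanation is RNA from a female animal, since all 3 of the Y-linked probes detected on at least 4 of the other 5 arrays were not detected on this one. The sex of the SIV- animals is not stated in the paper. If that animal is female, sex and infection are mixed for 1 of the 2 SIV- arrays. A female animal in the study or a sample from outside it would give the same pattern.

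The probes that differed most between CBA/SIV+ and SUC/SIV+ animals were also weighed. The paper's rule kept 740 of them, and the highest count under another split of the 4 SIV+ animals was 763, with 2 of the 3 splits at or above the real one. With a 1.3-fold threshold the real split kept 2266 and the highest other split 1798, and among detected probes alone 279 and 286. With 3 splits the share cannot fall under 0.05. Whether a change was seen by 1 probe and not by the gene was tested on the other detected probes of each gene that the rule did not keep, averaged per gene. Among the 20 genes with the largest changes 5 had such probes, and 2 of these (40%) had the direction of the kept probe (95% confidence interval 5.27% to 85.3%; exact binomial test against 50%, two-sided, p = 1), which is too few genes to decide. Over all kept probes, 153 of 209 genes (73.2%) had the same direction (95% confidence interval 66.7% to 79.1%; exact binomial test, two-sided, p = 1.34e-11), which argues against it for the list as a whole, although the median changes were 0.76 at the kept probes and 0.17 at the others. A candidate explanation for the largest changes is a sequence difference between animals under a probe designed for human transcripts, which was not tested, and a change of a single transcript form stays open as well.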

How the results depend on the processing

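All alternatives were planned except the blocks for the slides, which were chosen only after the result was seen, as were the values given for no change between the groups.

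The direction of at least 47 of the 48 genes of Table 2 and of all 13 named development genes was kept under each alternative run, arrays left out included. Over 116 results for named genes, 2121 alternative values kept direction and side of the threshold, 45 newly passed it, 11 no longer passed it and 15 changed sign. Over 31 results for gene lists, where the direction is that of camera's test against the other genes, 450 kept direction and side of the threshold, 17 newly passed, 80 no longer passed and 9 changed the direction of the test. The mean of a list itself changed sign in 10 values, 5 of them among those 9. Of the counts, shares and correlations that answer a comparison, 156 values were kept, 68 moved and 8 no longer passed their test. Except where stated, the cause was not tested.

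The number of limma calls depended on the settings. Between CBA/SIV+ and SUC/SIV+ animals (1 call) it was 0 with the 4 SIV+ arrays normalized alone, with a fit on these arrays, without background correction, with an offset of 50, with the authors' processed values and with no filter on dim probes, 3 with a trend and robust prior, 7 and 11 with a block for the slides under the 2 possible pairings, and 0 to 9 when 1 array was left out. It was 0 without SIV- replicate 1, SIV- replicate 2 or CBA/SIV+ replicate 2, and 9 without SUC/SIV+ replicate 2, while the 1 call without SUC/SIV+ replicate 1 and the 1 without CBA/SIV+ replicate 1 were of other probes. Between SUC/SIV+ and SIV- animals (4 calls) it was 0 with a detection p-value under 0.01, without background correction, with an offset of 50, with the authors' processed values and with no filter, 8 with a trend and robust prior, 17 with the replicate number as a block, and 1 to 11 when 1 array was left out. Between CBA/SIV+ and SIV- animals (0 calls, 1418 probes with an unadjusted p under 0.05) it was 8 with a trend, 21 with a trend and robust prior, 5 with median scaling, 12 with the replicate block, and 0 to 16 when 1 array was left out: 9 without SIV- replicate 1, 2 without SIV- replicate 2, 16 without SUC/SIV+ replicate 1, 12 without SUC/SIV+ replicate 2, 3 without CBA/SIV+ replicate 1 and 0 without CBA/SIV+ replicate 2. The replicate numbers do not pair the animals: the deviations of arrays with the same number correlated across probes by 0.0226 to 0.0807. More probes tested (48803 in place of 16855) accompany the lower counts with no filter.

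Camera with an estimated correlation and fry each left 0 of the gene lists past the threshold in all 3 comparisons, against 6, 5 and 11. Between CBA/SIV+ and SUC/SIV+ animals 10 lists passed with the mean over the detected probes of a gene, 3 with no filter, and 2 to 9 when 1 array was left out (2 without CBA/SIV+ replicate 2 and 3 without SUC/SIV+ replicate 1). Between SUC/SIV+ and SIV- animals 8 passed with median scaling and 4 to 11 when 1 array was left out, the highest without SIV- replicate 2.

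The list of the paper's rule (740 probes) held 2266 probes with a 1.3-fold threshold and 279 when the rule was applied to detected probes, as the lower threshold and the smaller number of probes imply, and under the other splits of the animals its highest counts were then 1798 and 286. The share of higher probes (61.6%) was 50.6% and no longer past its test when the overlap was judged on normalized values, and 50.5% to 62.2% when 1 array was left out (52.1% without SUC/SIV+ replicate 1, 51.3% without SUC/SIV+ replicate 2 and 50.5% without CBA/SIV+ replicate 1, not past the test). The chi-square of Table 2 (4.85) no longer passed with a 1.3-fold threshold (0.59), without background correction (1.60), with an offset of 50 (1.86) or with the authors' processed values (1.95). The share of kept probes with CBA/SIV+ animals beyond both SIV- animals (37.4%) was 30.1% with a 1.3-fold threshold, 49.7% with the overlap of normalized values, and 34.0% to 74.7% when 1 array was left out, the highest without CBA/SIV+ replicate 2. That with SUC/SIV+ animals beyond in the opposite direction (59.6%) was 63.6% with a 1.3-fold threshold, 65.9% without background correction, 65.7% with an offset of 50, 65.6% with the authors' processed values, 67.4% with the overlap of normalized values, and 43.8% without CBA/SIV+ replicate 1 to 76.9% without SUC/SIV+ replicate 1. With no change between the groups, exchangeable arrays give 40% for each of these 2 shares, and 60% and 30% without a CBA/SIV+ array or 30% and 60% without a SUC/SIV+ array. Except where stated, the shares were taken on non-normalized signals. Their overall level differs between arrays, so these values are only a rough guide. The correlation across probes of the change between CBA/SIV+ and SUC/SIV+ animals with that between SUC/SIV+ and SIV- animals (-0.55) was -0.71 without SUC/SIV+ replicate 1 and -0.41 without CBA/SIV+ replicate 1, where the shared arrays alone give -0.67 and -0.41 with no change between the groups.

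These results changed sign or the direction of their test. With median scaling, the means between CBA/SIV+ and SUC/SIV+ animals were 0.15 for the interferon-stimulated genes, 0.015 for excitatory synapses and 0.090 for axon guidance (the last 2 with the direction of the test kept), RORA was 0.19, and between SUC/SIV+ and SIV- animals CISD1 was -0.15 and ARHGEF7 -0.24. With the mean over the detected probes of a gene, the immunoproteasome was -0.012, neural progenitors and new neurons 0.041 with the direction of the test reversed, RORA 0.34, and ARHGEF7 between SUC/SIV+ and SIV- animals -1.08. When 1 array was left out, the values between CBA/SIV+ and SUC/SIV+ animals ranged from -0.25 to 0.25 for the interferon-stimulated genes, -0.26 to 0.089 for axon guidance, -0.088 to 0.13 for the immunoproteasome, -0.041 to 0.19 for neural progenitors, -0.027 to 0.18 for the brightest probe of TCEAL4, -0.15 to 0.12 for RORA, -0.15 to 0.31 for PPP2CB and -0.080 to 3.77 for NPPA, where 1 animal (CBA/SIV+ replicate 2) holds the signal. Between SUC/SIV+ and SIV- animals ARHGEF7 ranged from -0.044 to 0.17. Between CBA/SIV+ and SIV- animals it ranged from -0.42 to 0.046, and CISD1 from -0.0056 to 0.36.

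Signal over background limits these arrays: 30.1% to 32.4% of the probes of an array lay above the detection limit, and for the others no fold change can be measured.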

Differences from the paper's values

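Of the tests reported in this part, those with a block for the slides were chosen only after the result was seen.

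Of the 48 genes of Table 2 that were measured, 46 did not differ from the paper's fold change by the limit set here, over 1.5-fold and by more than the SD between replicates, or, for a gene under the detection limit in a group, a lower bound over 1.5 times the paper's value. The log2 fold changes of the paper and those here correlated across genes with a Pearson r of 0.953. For GNG10 the paper's fold change is 1.35 and the value here is 2.32. For AVP, which lay under the detection limit in both SUC/SIV+ animals, the paper's is 1.30 and the value here is at least 2.17. Of the alternatives set before the data were examined, GNG10 came within the limit without background correction (1.54), with an offset of 50 (1.63) and with the values that the authors normalized (1.60). For AVP the lower bounds there (1.47, 1.53 and 1.51), and that without CBA/SIV+ replicate 1 (1.90), leave open whether the values differ, and the mean over the detected probes of a gene, with signals under the detection limit taken as they are, was 1.61. Both differed under median scaling, with the 4 SIV+ arrays normalized alone, and without SIV- replicate 1, SIV- replicate 2, SUC/SIV+ replicate 1, SUC/SIV+ replicate 2 or CBA/SIV+ replicate 2. GNG10 also differed with the mean over the detected probes and without CBA/SIV+ replicate 1. With the values that the authors normalized 0 of the 48 genes differed by this limit, with lower bounds for AVP and NME1-NME2, and the correlation was 0.980.

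The paper's number of differentially expressed genes is 709, and its rule kept 740 probes here. Applied to detected probes alone, the rule kept 279, and a 1.3-fold threshold kept 2266. The paper's fold change at the 1% mark is 1.3, and the value here was 1.55, or 1.35 without background correction, 1.38 with an offset of 50 and 1.36 with the values that the authors normalized.

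The paper describes expression of interferon signaling genes as increased in CBA/SIV+ animals, beside antigen presentation and complement genes. The list set beside this here holds interferon-stimulated genes, which are not the same set. Table 2 of the paper gives JAK1, a kinase of interferon signaling, as higher and ISG15 as lower. Against SUC/SIV+ animals, 12 of 24 interferon-stimulated genes were higher here and the mean log2 fold change of the list was -0.01 (adjusted p = 0.88 from camera), and the list was higher past the threshold without CBA/SIV+ replicate 1 (mean 0.25, adjusted p = 0.0101), while without CBA/SIV+ replicate 2 its mean was -0.25 (0.0983). For MHC class I genes the mean was 0.31 (0.0395) and for complement genes 0.43 (0.00245), in the direction that the paper gives, but both calls were lost with an estimated correlation (adjusted p = 0.753 for each), with fry (0.29 for each), without SUC/SIV+ replicate 1 (0.203 and 0.052) and without CBA/SIV+ replicate 2 (0.352 and 0.0983). The MHC class II genes were higher by a mean of 0.31 without passing the threshold (0.107), and passed it with the mean over the detected probes of a gene (0.0497), without SIV- replicate 1 (0.0259) and without SUC/SIV+ replicate 2 (0.0167), while the mean was 0.16 without SUC/SIV+ replicate 1 (0.549) and 0.14 without CBA/SIV+ replicate 1 (0.784). They also passed it with a block for the slides (0.0385 and 0.0391 for the 2 possible pairings), an alternative chosen after seeing the values, under which the MHC class I and complement lists kept their calls. With an estimated correlation the adjusted p of the class II list was 0.753. The class I, class II and complement lists hold genes of Table 2, among them HLA-F, HLA-DRA and CFB. The study chose those genes on the same animals, so the direction of these lists is not independent of the paper's.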

Other observations

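Every value in this part comes from a planned comparison, apart from the simulated arrays under the paper's rule, the shares that exchangeable arrays give and the position of the Table 2 genes against SIV- animals, which were chosen only after the result was seen.

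Relative to both SIV- animals, the CBA/SIV+ animals lay beyond them in the list's direction for 277 of the 740 kept probes (37.4%), and the SUC/SIV+ animals lay beyond them in the opposite direction for 441 (59.6%). Both of these groups chose the list, and with no change between the 3 groups exchangeable arrays give 40% for each share. These shares were taken on non-normalized signals, whose overall level differs between arrays. The median was 72.1 for SIV- replicate 2 and 62.5 to 63.7 for the others, so the 40% is only a rough guide. With the list and the shares both judged on normalized values, the shares were 49.7% and 67.4%. On non-normalized signals they were 68.5% and 43.8% without CBA/SIV+ replicate 1. Without CBA/SIV+ replicate 2 they were 74.7% and 52.1%, where exchangeable arrays give 60% and 30% in both cases. The genes of Table 2 were placed by their normalized values instead. Among the 37 higher genes, CBA/SIV+ animals lay above both SIV- animals in 24, SUC/SIV+ animals below both in 19, and both held in 8. Among the 11 lower genes these counts were 7, 5 and 2. TXNIP had a mean log2 signal of 8.50 ± 0.60 (SD, n = 2) in SIV- animals.

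Across probes, which are not independent replicates, the changes of CBA/SIV+ and SUC/SIV+ animals against SIV- animals correlated with a Pearson r of 0.548. On simulated arrays with unchanged groups the same r was 0.501, since both changes share the SIV- arrays, and the covariance was 0.0606 against 0.0272. The change between CBA/SIV+ and SUC/SIV+ animals correlated with that between SUC/SIV+ and SIV- animals at -0.55, where simulated arrays gave -0.50, with a covariance of -0.0609 against -0.0271.

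Applied to 20 sets of simulated arrays in which no probe differed between the groups, the paper's rule kept a median of 798 probes (774 to 821), with a median fold change of 1.32 at the upper mark. The arrays gave 740 probes and a mark of 1.55. The counts of 798 and 740 are not alike, since overlap was judged on log2 values in the simulation and on non-normalized signals for the 740. The simulated noise was normal with variances moderated by the fit, so the mark of 1.32 can be too low as a reference. On the real arrays, the 2 splits that mix the treatments gave upper marks of 1.43 and 1.46. Their lower marks were 0.671 and 0.702, against 0.676 for the real split. With overlap judged on normalized values, the arrays kept 438 higher and 428 lower probes, at the same mark of 1.55.

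Some lists were lower than in SIV- animals. Between SUC/SIV+ and SIV- animals, 7 of 7 markers of meninges and fibroblasts were lower with a mean log2 fold change of -0.58 (adjusted p = 0.000969 from camera), led by IGF2 with -1.12 (standard error 0.18, adjusted p = 0.101 from limma), COL1A2 with -0.81 (standard error 0.20, adjusted p = 0.227) and PTGDS with -0.73 (standard error 0.24, adjusted p = 0.299). Of 42 microtubule genes 33 were lower (mean -0.23, adjusted p = 0.00347 from camera), and of 13 astrocyte markers 11 (mean -0.25, 0.0471), a call lost without SIV- replicate 1 (0.158) or SUC/SIV+ replicate 2 (0.355), with a detection p-value under 0.01 (0.0625) and with the mean over the detected probes of a gene (0.0527). Between CBA/SIV+ and SIV- animals the means were -0.35 for heat shock genes (9 of 12 lower, 0.00145), -0.37 for mural cells (6 of 7, 0.0151) and -0.41 for meninges and fibroblasts (5 of 7, 0.0212). The mural call was lost without SIV- replicate 2 (0.0501) or CBA/SIV+ replicate 2 (0.105), and the meninges call without CBA/SIV+ replicate 1 (0.269) or with the mean over the detected probes of a gene (mean -0.25, 0.0728). All 6 calls were lost with an estimated correlation (adjusted p = 0.615, 0.75 and 0.75 in the first comparison and 0.515, 0.599 and 0.515 in the second, in the order given) and with fry (0.0863, 0.29 and 0.31, and 0.0916, 0.282 and 0.101).

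In the comparisons with SIV- animals few or no probes passed limma's adjusted threshold, and the probes named are those with the largest changes between groups that did not overlap. Between SUC/SIV+ and SIV- animals NPAS4 was higher by 3.11 (standard error 0.58, adjusted p = 0.137), a probe of CISD1 by 2.94 with its brightest probe at 0.13, and PRM2 at least 5.51-fold, while CST6 differed by -2.61 (standard error 0.67, adjusted p = 0.234), APH1B by -2.25 (standard error 0.86), PCCA by -2.20 (standard error 0.63) and a probe of ARHGEF7 by -3.04 with its brightest probe at 0.06. RPS4Y1 (3.41) and XIST (at least 5.01-fold lower) belong to the same group of largest changes and follow the single array of SIV- replicate 2, as does the probe of CISD1, which differed by 0.67 without that array and by 5.20 without SIV- replicate 1 (adjusted p = 0.00164). Single SUC/SIV+ arrays also set other values: APH1B differed by -3.98 without SUC/SIV+ replicate 1 (adjusted p = 0.0332) and by -0.55 without SUC/SIV+ replicate 2, PCCA by -0.94 and -3.48 (0.00482), NPAS4 by 1.99 and 4.28 (0.00297), and the log2 signal of PRM2 was 4.43 and 10.10 in the 2 animals. Between CBA/SIV+ and SIV- animals 0 probes passed (smallest adjusted p 0.054; 1418 at an unadjusted p under 0.05, 658 higher and 760 lower). RPS4Y1 was higher by 3.49, a probe of CISD1 by 2.78 (0.51 without SIV- replicate 2, 5.04 without SIV- replicate 1), NPAS4 by 2.68 (standard error 0.58, adjusted p = 0.246), MX1 by 2.48 (standard error 0.37, adjusted p = 0.0812) and IFI27 by 2.44 (standard error 0.35, adjusted p = 0.0683). APH1B differed by -3.59 (standard error 0.86, adjusted p = 0.282) and MIR29B2CHG by -1.83 (standard error 0.33, adjusted p = 0.162). A probe of ARHGEF7 differed by -1.81 (-2.83 without CBA/SIV+ replicate 1, -0.77 without CBA/SIV+ replicate 2). GRHPR was at least 3.45-fold and KIAA0319 at least 2.65-fold lower. GRHPR passed limma's threshold with median scaling (adjusted p = 0.0424), the replicate block (0.0494), a trend (0.0397) and a trend and robust prior (0.0237).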
